# Patterns of transcriptional parallelism and variation in the developing olfactory system of *Drosophila* species

**DOI:** 10.1038/s41598-017-08563-0

**Published:** 2017-08-18

**Authors:** Jia Wern Pan, Qingyun Li, Scott Barish, Sumie Okuwa, Songhui Zhao, Charles Soeder, Matthew Kanke, Corbin D. Jones, Pelin Cayirlioglu Volkan

## Abstract

Organisms have evolved strikingly parallel phenotypes in response to similar selection pressures suggesting that there may be shared constraints limiting the possible evolutionary trajectories. For example, the behavioral adaptation of specialist *Drosophila* species to specific host plants can exhibit parallel changes in their adult olfactory neuroanatomy. We investigated the genetic basis of these parallel changes by comparing gene expression during the development of the olfactory system of two specialist *Drosophila* species to that of four other generalist species. Our results suggest that the parallelism observed in the adult olfactory neuroanatomy of ecological specialists extends more broadly to their developmental antennal expression profiles, and to the transcription factor combinations specifying olfactory receptor neuron (ORN) fates. Additionally, comparing general patterns of variation for the antennal transcriptional profiles in the adult and developing olfactory system of the six species suggest the possibility that specific, non-random components of the developmental programs underlying the *Drosophila* olfactory system harbor a disproportionate amount of interspecies variation. Further examination of these developmental components may be able to inform a deeper understanding of how traits evolve.

## Introduction

The *Drosophila* genus of fruit flies includes 1500 species inhabiting a variety of niches^1–3^ and exhibits a diverse array of odor-guided behaviors with both conserved^4–6^ and adaptable^7–9^ components. The *Drosophila* olfactory system is a fast-evolving system^7–9^ consisting of a highly diverse set of olfactory receptor neuron (ORN) classes that interact with and decipher a complex chemical environment^10^. The primary olfactory sensory appendage in adult *Drosophila* fruit flies is the third segment of the antenna, which is covered with multiporous sensory hairs called “sensilla”. There are three major morphological types of sensilla: club-shaped basiconica (ab: antennal basiconic), spine-shaped trichoidea (at), and cone-shaped coeloconica (ac), each with a stereotypical distribution on the surface of the antennae. Each morphological sensilla type can be further broken down into a few different sensilla subtypes, which are defined by the unique combination of the olfactory receptor neuron (ORN) classes that they house. Each sensillum houses a small number (1–4 in *D*. *melanogaster*) of ORNs, which typically expresses a single receptor gene from a large genomic repertoire and connects to a stereotypical glomerulus in the antennal lobe of the brain^11–13^.

The olfactory system can be critical to the evolution of new food specializations. Close relatives of the popular model species *D*. *melanogaster*, *D*. *erecta* and *D*. *sechellia* have independently evolved to become specialists on different host plants; both have a narrow host range and show a strong preference for odorants from their respective host plants, including some odorants that are normally repulsive to other closely-related generalist species^8,9^. These two species are a striking example of parallel evolution of the olfactory system. During the process of specialization on new host plants — and accompanying chemosensory behavioral shifts — the olfactory neuroanatomy of both species have evolved in similar ways^8,9,14^. In both *D*. *erecta* and *D*. *sechellia*, increased sensitivity to their respective host volatiles appears to be modulated by the ORNs expressing the exact same odorant receptor, *Or22a*. In addition, in both *D*. *erecta* and *melanogaster-sechellia* hybrids, there is an increase in the number of the antennal ab3 sensilla subtype that houses the *Or22a* ORNs, along with an increase in the volume of the *Or22a* glomerulus. However, other than the characterizations of these structural components that have elucidated these similarities, not much is known about the genetic mechanisms giving rise to these parallelisms in the developing and adult peripheral olfactory system.

The developmental programs regulating the diversity of neuronal fates in the peripheral olfactory system are complex and are only partially identified. In an attempt to disentangle the multifactorial basis of the neuroanatomical convergence in the adult olfactory system, one needs to consider the genes, especially transcription factors (TFs), that direct the developmental process giving rise to antennal structures. In fruit flies, the adult antennae arise from the eye-antennal discs in the developing larvae. Recent studies on *D*. *melanogaster* have shown that the development of the *Drosophila* peripheral olfactory system can be divided into three stages. First, in the developing antennal disc, combinations of transcription factors belonging to a gene regulatory network initiated by morphogen gradients demarcate the antennal disc into several concentric rings, each with a unique differentiation potential^15^. Next, multipotent sensory organ precursors are selected within the rings by the expression of proneural TFs such as Amos and Atonal^16,17^. Finally, each precursor then undergoes Notch-mediated asymmetric cell divisions, facilitated by yet another set of terminal selector TFs, to generate and diversify both the ORN and non-neuronal components of each sensilla subtype^18–20^.

Based on the knowledge of the structure^11,13,21,22^ and development^15–20,23^ of the olfactory system in *D*. *melanogaster*, the parallel evolution of *D*. *erecta* and *D*. *sechellia* suggests that the adaptation of olfactory circuit responses to a specific host odor in specialists follows a common development trajectory, at least in some cases. Given that the relationships between specific olfactory receptors and specific developmental transcription factors are well-characterized in *D*. *melanogaster*, we asked whether similar parallelisms between *D*. *sechellia* and *D*. *erecta* result from parallel changes in their respective development transcriptional programs.

In this study, we investigate the extent of parallelism in the adult and developing olfactory system of specialist *Drosophila* species, as well as attempt to identify potential developmental regulators of this parallelism using transcriptomics and gene specific expression analysis. Targeting the adult antennae and the three key developmental stages described above, we compare RNAseq data from the two specialist species and four related generalist Drosophilids. This taxonomic sampling enables us to contrast what is occurring in each specialist lineage in a phylogenetically aware way.

Here we report that transcriptional programs operating during development in the two specialist species—predominantly associated with a subset of transcription factors—are strikingly parallel, unpredicted from their phylogenetic relationship. This is in contrast to more constrained parallelism in adult olfactory receptor expression in the two species. Comparing the transcriptional profiles with general patterns of variation in the adult and developing olfactory system of the six species showed that a subset of olfactory receptor genes expressed particularly in basiconic sensilla olfactory receptor neurons^11,13,21,22^, along with a disparate subset of the transcription factors governing olfactory system development^15–17,20,23^, are disproportionally variable across all six *Drosophila* species relative to other olfactory receptor neuronal lineages, implying the presence of non-random variation within both the adult and developing *Drosophila* olfactory system. We hypothesize that the developmental parallelisms in specialist species and the non-random patterns of variation in the adult and developing antennae may arise from a limited number of “flexible” molecular components during development.

## Results

The specialists *D*. *erecta* and *D*. *sechellia* are members of the *melanogaster* group, along with the model genetic organism *D*. *melanogaster*, which is the fly whose olfactory system is best understood (Fig. 1A). (For simplicity, all timing and description below is put in terms of *D*. *melanogaster* development, anatomy, and annotation.) In order to analyze species-specific transcriptional variation, we compared the transcription profiles of the adult and developing antennae from the two specialist species *D*. *sechellia* and *D*. *erecta*, along with *D*. *melanogaster* and three other generalist species, *D*. *ananassae*, *D*. *simulans*, and *D*. *virilis*. *D*. *simulans* and *D*. *ananassae* represent species that are closely related the specialists but do not evince specialization. We included *D*. *virilis* as a distant outgroup (Fig. 1B).

**Figure 1:**
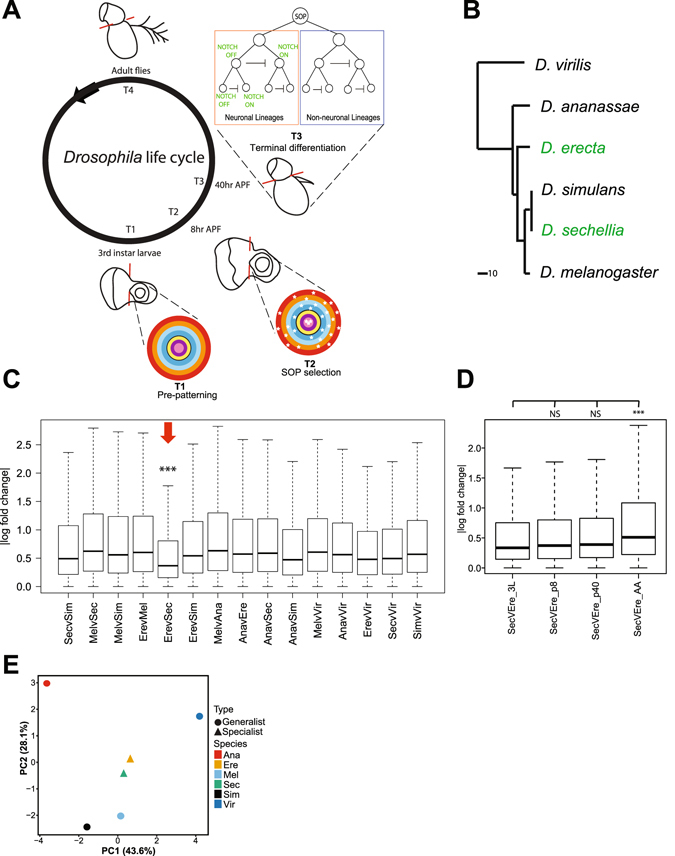
Broad parallelism in *D*. *erecta* and *D*. *sechellia* antennal transcriptomes during development. **(A)** Developmental time points during which samples were collected. The dotted red lines indicate where the antennal disc and the third antennal segment were isolated from surrounding tissue. Also shown are schematics of the developmental stages corresponding to each time point. **(B)** Phylogenetic tree of the six *Drosophila* species represented in our study^2,3^, with the positions of the specialist species *D*. *sechellia* and *D*. *erecta* highlighted in green; the scale bar represents time since divergence in millions of years (mya). **(C)** Pairwise interspecies comparisons of absolute log fold change (ALFC) values for all genes across all developmental time points, normalized for phylogenetic distance (see Methods). Asterisks indicate that *D*. *sechellia* versus *D*. *erecta* ALFC is significantly different compared to all other columns (ANOVA + Tukey’s HSD, n > 29,000, p < 0.001). **(D)** Comparisons of *D*. *sechellia* versus *D*. *erecta* ALFC for all genes across different developmental stages (ANOVA + Tukey’s HSD, n > 7000, NS = not significant, ***p < 0.001). **(E)** Principal component analysis (PCA) of DESeq-normalized transcript counts for transcription factors with known involvement in the development of the olfactory system (Table S1) during the 3^rd^ instar larval (3L) stage (n = 21).

As the development of the *Drosophila* peripheral olfactory system has three distinct phases representing fundamental transitions in antennal development, we sampled RNA from each of these points and adults. Specifically, we profiled transcripts from antennal discs at third instar larvae (3L) (T1) and 8 hours after puparium formation (APF) (T2), as well as from antenna at 40 hours APF (T3) and in adults (T4). These time points correspond to the developmental stages of prepatterning, precursor selection, onset of olfactory receptor (OR) expression and wiring of olfactory receptor neurons (ORNs), and the final differentiated adult antennae, respectively (Fig. 1A)^15^. 

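RNA from antennal discs or antennae of D. sechellia, D. erecta, D. simulans, D. ananassae and D. virilis was sequenced at 3L, p8, p40 and in adult antennae (AA), with 2 libraries per species and stage and 40 libraries in all. Pupae were taken 8 and 40 hours after puparium formation, and those of D. virilis after 10 and 48 hours. The authors mapped the reads of each species to its own FlyBase transcriptome, counted them per gene, joined the species by FlyBase orthologs and normalized all species of a stage together with DESeq2. The tables hold, for each stage, the mean normalized transcript count of each gene in each species. These means are not divided by transcript length, and each stage was normalized on its own, so levels were compared between species within a stage. The tables list 0 and no missing values, so a mean of 0 does not tell a missing ortholog from a gene without reads, and it was treated as missing unless stated otherwise. The tables also hold 4 mean columns of D. melanogaster, which belong to none of the 40 libraries. They were used as the authors' means, and no spread between libraries is given for that species. The tables list 24678 gene names at 3L, 24874 at p8, 25602 at p40 and 25214 in AA, of which 7568, 7742, 8111 and 7925 have a value above 0 in all 6 species.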

All samples were stage matched across species. 

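The mean of 2 libraries is a sum of whole read counts, each divided by the size factor of its library, so the counts of both libraries were recovered from the means of D. sechellia, D. erecta, D. simulans, D. ananassae and D. virilis. This step was chosen after seeing the data. A single pair of whole counts gave the listed mean for 97.2% to 99.0% of the values above 0 at 3L, for 98.1% to 99.6% in AA and for 100% at p8 and p40. The recovered libraries held from 17767648 to 26658372 reads at p8, with a median of 20037165, and from 11738398 to 23729891 at p40, with a median of 18477750.5. At 3L and in AA the genes with the highest counts could not be resolved, and the recovered genes made up at least 54.6% and 59.9% of a column's total, so the depth at these stages is unknown. Replicate numbers cannot be assigned to the recovered libraries. The median ALFC between the libraries of one species ran from 0.077 to 0.14 at 3L, from 0.082 to 0.24 at p8, from 0.11 to 0.23 at p40 and from 0.095 to 0.15 in AA. The paper pooled about 70 antennal discs or pupal antennae or 300 adult antennae of a species for an RNA extraction, and a difference between species of this size lies inside the spread between libraries.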

Each sample consisted of a pool of ~70 larvae/pupae or ~300 adult flies according to developmental time, and we had two biological replicates for each sample.

### Developmental parallelisms in specialist *Drosophila* species

From the RNAseq data, we first analyzed the extent of parallelisms in the antennal transcription profiles for the two specialist *Drosophila* species. A challenge for comparing transcription across species and genes are differences in baseline expression and magnitude—a modest change in one gene may be equivalent to a massive change in another. Acknowledging this concern, we focused on the magnitude of change relative to baseline and following Enard *et al*.^24^, calculated and compared the absolute log fold change (ALFC) in gene expression for each gene across all pairwise comparisons. ALFC captures the variability of a gene across evolutionary time scales: a high ALFC value represents a gene that has high transcriptional variability across the species examined, while a low ALFC value represents a gene with relatively conserved levels of transcription across those species.

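ALFC was computed on the log2 scale, without a pseudocount, for the genes above 50 normalized counts in all 6 species. Over the 22698 gene values of the 4 stages, the median ALFC was 0.32 between D. sechellia and D. erecta, 0.47 between D. simulans and D. erecta and 0.54 between D. melanogaster and D. erecta. Among the 15 pairs, the next lowest median was 0.40, between the sister species D. sechellia and D. simulans, and the highest was 0.69, between D. melanogaster and D. virilis. The phylogenetic normalization of Fig. 1C was not repeated, because the paper's text does not list its distances. D. sechellia, D. simulans and D. melanogaster lie at the same distance from D. erecta in the paper's tree, so these 3 pairs were compared directly. The median between D. sechellia and D. erecta minus the mean of the medians of the other two pairs was -0.16 at 3L (95% gene bootstrap interval -0.17 to -0.15), -0.29 at p8 (-0.30 to -0.27), -0.21 at p40 (-0.23 to -0.20) and -0.091 in AA (-0.11 to -0.076). Genes are not independent replicates, so these intervals describe the genes and are no test. The pair of D. sechellia and D. erecta had the lowest ALFC of the 3 pairs in 47.8% of the genes at 3L (Wilson 95% interval 46.5 to 49.1), 51.9% at p8 (50.6 to 53.2), 49.7% at p40 (48.4 to 51.0) and 40.2% in AA (39.0 to 41.5), where equal shares would give 33.3%. Among the alternatives, the mean over genes in place of the median moved the difference farthest from 0, to -0.36 at p8. An alternative chosen after seeing the data moved it nearest to 0, to -0.023 in AA: it kept only genes whose read counts in D. simulans and D. ananassae were even, as they are when both reads of every pair fall on one gene.

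**Figure D1:**
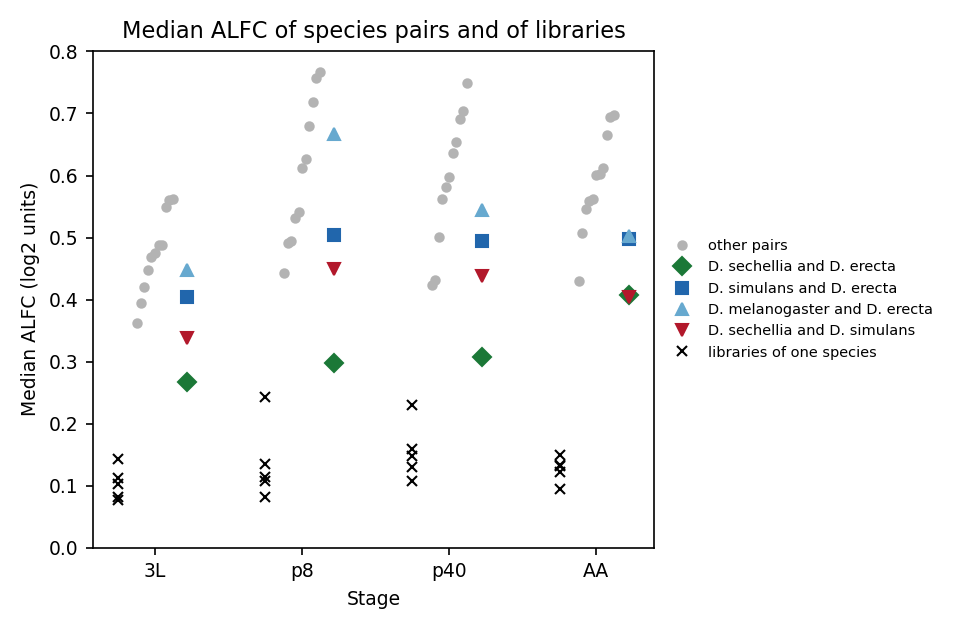
Median ALFC (log2) of each species pair, on the y axis, at each stage, on the x axis. Colored markers are the named pairs, gray circles the other pairs, and crosses the recovered libraries of one species compared with each other. D. sechellia and D. erecta are the lowest pair at 3L, p8 and p40, and in AA their median lies beside that of D. sechellia and D. simulans.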

Contrary to “neutral” phylogenetic expectations, we found that pairwise comparisons of *D*. *sechellia* and *D. erecta* had the lowest pairwise ALFC values across all genes and developmental time points – that is, gene expression in the developing and adult antennae is more similar between these two species compared to other closely related species (Fig. 1C). 

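A convergence index was computed for each gene as the mean of the ALFC between D. simulans and D. erecta and between D. melanogaster and D. erecta, minus the ALFC between D. sechellia and D. erecta. It was averaged over 3L, p8 and p40 for the 4887 genes above the expression minimum in all species at these 3 stages. The index was positive in 3756 genes (76.9%), with a median of 0.19. The sign was the same at all 3 stages in 2686 genes, of which 2270 were positive and 416 negative. The lowest indices among these were -3.17 for tho2, -3.10 for CG5728, -2.88 for Ntf-2, -2.71 for HP1c and -2.67 for CG7523. In tho2, CG5728, Ntf-2 and HP1c, D. sechellia had the lowest level of the 6 species at each of 3L, p8 and p40, and in CG7523 it had the highest.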

Importantly, these results indicated that the parallelisms between *D. sechellia* and *D. erecta* are highly polygenic and not restricted to one gene or gene network. Our results were consistent with known structural similarities in ORN distributions associated with host plant specialization^8,9^, but also suggested a potential broader evolutionary parallelism during transcription.

Developmental stage-specific analysis of pairwise ALFC showed that the similarity between *D. sechellia* and *D. erecta* transcription profiles appears to be greater during the developmental stages (3L through p40) compared to adult antennae (Fig. 1D), suggesting that these parallelisms are more apparent during development than in the adult antennae (see also Supp. Fig. 1 for the broader interspecies context of these pairwise comparisons). For example, we found TFs with known roles in development of specific ORNs among the top 50 most convergent genes from 250 known transcription factors in *D. sechellia* and *D. erecta* (Fig. S2). 

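The median ALFC between D. sechellia and D. erecta was 0.27 at 3L over 5403 genes, 0.30 at p8 over 5572 genes, 0.31 at p40 over 5806 genes and 0.41 in AA over 5917 genes. The AA median exceeded the mean of the 3 developmental medians by 0.12, the largest increase among the 15 pairs. The next largest increases were 0.095 for D. ananassae and D. virilis and 0.086 for D. simulans and D. ananassae, while the median between D. simulans and D. melanogaster fell by 0.075. In AA the median was 0.408 between D. sechellia and D. erecta and 0.405 between D. sechellia and D. simulans, and the order of these pairs changed with the library left out. From the greater similarity at 3L, p8 and p40 the paper proposes that the parallelisms between the specialists are more apparent during development than in the adult antennae.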

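Of the 49 TF names that could be read in Fig. S2, 47 had a convergence index over 3L, p8 and p40. HGTX and Nfl were without one. All 47 indices were positive, from 0.88 for CG10431 to 2.90 for dimm, with a median of 1.22. The paper chose these TFs by the same index in the same libraries, so their positive sign is not independent evidence. After dimm, the highest values were 2.72 for Sin3A and, after tll, 2.35 for Stat92E.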

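For the 21 TFs of Fig. 5C and Fig. S5, the normalized counts at 3L were scaled to unit variance per TF, with values of 0 kept as listed. PC1 held 43.6% of the variance and PC2 22.6%. On these axes the distance between D. sechellia and D. erecta was 0.17, the lowest of the 15 pairs. The next lowest were 2.47 between D. melanogaster and D. erecta and 2.63 between D. sechellia and D. melanogaster. Both specialists lay near the center of these axes, at -0.144 and 0.178 for D. sechellia and -0.125 and 0.0085 for D. erecta. PC1 ran from -3.74 in D. ananassae to 5.05 in D. virilis. Differences between the specialists on the other components do not enter this distance, and a distance over all 21 TFs was not computed. The listed values of 0 belong to Xbp1 in D. simulans and D. ananassae and to Eip93F and B-H2 in D. ananassae. The pair of D. sechellia and D. erecta ranked first also without these 3 TFs, on the log2 scale, without D. virilis, and at p8 and p40.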

Principal component analysis (PCA) of all TFs known to be responsible for patterning ORN precursors^15–17,20^ during the 3^rd^ instar larval stage also indicated that the transcription profiles for these TFs are more similar between the two specialists species than with any other species (Fig. 1E). This similarity in the transcriptional profiles of specialists suggests that the extent of parallelism is wider than previously reported and includes known ORN developmental programs, which in turn suggests parallel shifts in the molecular networks governing the configuration of the adult olfactory system.

### Validation of interspecies transcriptional variability in adult and developing antennae

To confirm the results from our transcription profile comparisons, we validated our RNASeq results for a subset of genes using quantitative RT-PCR (qPCR) as well as a combination of fluorescent RNA *in situ* hybridization, genetic markers in *melanogaster* hybrid flies, and antibody stainings. Transcription profiles using qPCR are difficult to compare between species, as this would require the assumption of equal levels of transcription for control housekeeping genes. However, qPCR profiles do allow for good relative comparisons of the transcription levels for different genes within a single species, which we can compare with our RNASeq results for those genes that have normalized in an equivalent manner. As such, we selected a random subset of olfactory receptor (OR) genes from the adult antenna and a smaller random subset of pre-patterning TF genes from the 3L antennal disc, along with a few housekeeping genes from both time points for qPCR validation. Our results from qPCR analysis of the adult antenna were tightly correlated with our RNASeq results across all examined genes (Fig. 2A–C), providing support for the reliability and accuracy of our RNASeq data. Likewise, our qPCR results from the 3L antennal disc also had a high, statistically significant correlation with our RNASeq results (Fig. 2D–F), although in this case there appeared to be slightly greater discrepancy. Overall, we believe that our qPCR data supported the accuracy and reliability of our RNASeq data and thus provided indirect support for the conclusions drawn from that dataset.

**Figure 2:**
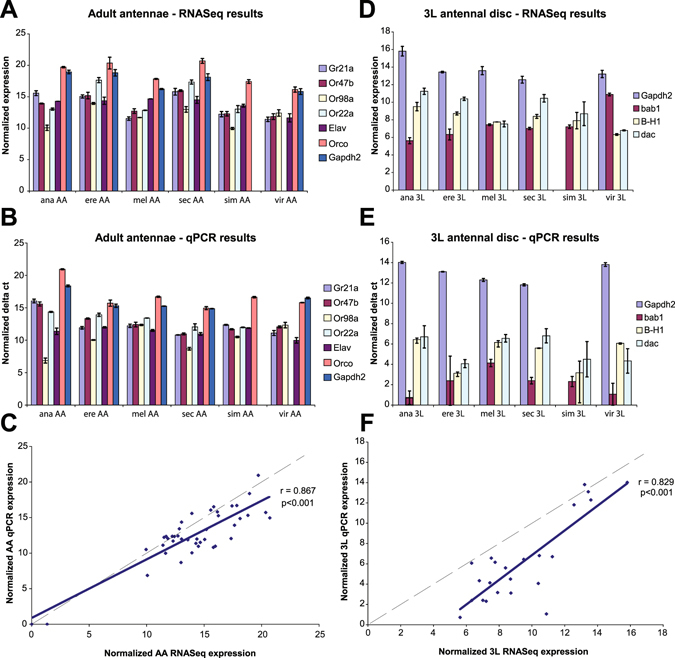
qPCR validation of RNASeq results. **(A)** RNASeq expression values for select genes from the adult antennae, log normalized against *Act5C*, and **(B)** corresponding qPCR delta Ct values for the same genes from the adult antennae, also normalized against *Act5C*. **(C)** Plot of normalized RNASeq results versus normalized qPCR results (n = 42). The dotted line indicates where x = y, and the solid line shows a fitted line, with r as Pearson’s correlation coefficient. **(D)** RNASeq expression values for select genes from the 3^rd^ instar larval antennal disc, log normalized against *Act5C*, and **(E)** corresponding qPCR delta Ct values for the same genes from the 3L antennal disc, also normalized against Act5C. **(F)** Plot of normalized RNASeq results versus normalized qPCR results (n = 24). The dotted line indicates where x = y, and the solid line shows a fitted line, with r as Pearson’s correlation coefficient. Error bars indicate the 99% confidence interval.

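The RNASeq values were recomputed as the log2 level of each gene minus that of Act5C in the same species. Act5C itself was 860 normalized counts in D. sechellia, 1062 in D. erecta, 1944 in D. ananassae, 6222 in D. melanogaster, 9440 in D. simulans and 12924 in D. virilis in AA, a range of 3.91 on the log2 scale. Its range at 3L was 2.45. The recovered libraries of D. simulans in AA had 1600.4 and 17280 normalized counts of Act5C. The range across species in AA was 0.83 for Orco as listed and 4.56 relative to Act5C. It was 2.38 and 4.39 for Gr21a, 5.08 and 3.98 for Or98a, and 3.02 on both scales for elav. At 3L it was 1.22 and 3.18 for B-H1. Gapdh2 was listed at 0 in D. simulans, so no value was computed for it there. Order among the genes of one species is the same on both scales.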

The changes in gene expression observed in RNAseq data for specific genes can be an outcome of changes in the levels of expression across cells and/or changes in the number of cells expressing that gene. To look for *in vivo* changes in gene expression levels and patterns for a number of genes across some of the species included in our study, we performed *in situ* hybridizations, reporter analysis in hybrid crosses, and immunohistochemistry experiments when applicable. Using fluorescent RNA *in situ* hybridization, we were able to count the number of cells in the antennae that expressed the odorant receptors Or22a, Or47a, or Or47b and found species-specific differences that were mostly consistent with the differences that we saw in our RNASeq data (Fig. 3A). Specifically, we found that both *D. sechellia* and *D. simulans* showed significant increases in the number of Or22a ORNs compared to *D. melanogaster*, as previously reported^7,25^, and there were significantly more Or47a ORNs in *D. simulans* than *D. melanogaster* (Fig. 3A). 

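In AA, Or22a had 1394 normalized counts in D. melanogaster, 2420 in D. simulans (recovered libraries 2341 and 2499), 4368 in D. sechellia (4297 and 4440) and 6636 in D. erecta (6548 and 6723). The recovered libraries were compared with limma on log2(value + 1), with a term for species. The p-values were adjusted by Benjamini-Hochberg over the genes above 0 in both species compared, among the 15745 genes fitted in AA. They numbered 8701 for D. sechellia over D. simulans and 8561 for D. erecta over D. simulans. For D. sechellia over D. erecta they numbered 9503. The fitted genes are fewer than the 25214 gene names listed in AA. The log2 fold change of Or22a was 0.85 in D. sechellia over D. simulans (standard error 0.050, limma adjusted p = 5.0e-05) and 1.46 in D. erecta over D. simulans (adjusted p = 6.4e-06 from limma), and both libraries of each specialist lay above both of D. simulans. The other 5 species list 1 value under the names Or22a and Or22b together, whereas D. melanogaster lists 2543 normalized counts of Or22b apart, 3936 with Or22a. Using this sum for D. melanogaster was a choice made after seeing the data. The log2 ratio of D. simulans over D. melanogaster then changed from 0.80 to -0.70. That of D. sechellia over D. melanogaster changed from 1.65 to 0.15. Whether the value shared by the other species holds both copies or only the higher one was not tested. Or47a had 2374 normalized counts in D. sechellia (2366 and 2382), 616 in D. melanogaster and 912 in D. erecta (879 and 946), and was listed at 0 in D. simulans, which leaves no comparison for that species.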

We also detected a small increase in Or47a ORNs in *D. sechellia*, but this was not statistically significant (Fig. 3A). Additionally, the number of Or47b ORNs was not significantly different across species, similar to our RNASeq data (Fig. 3A). Similarly, counts for Or42b and Or92a in *sechellia-melanogaster* hybrids carrying fluorescent genetic markers for those genes also showed patterns that were consistent with species differences in the RNASeq data (Fig. 3B).

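Or47b had 1688 normalized counts in D. sechellia, 1450 in D. simulans, 1284 in D. melanogaster, 1216 in D. erecta, 926 in D. ananassae and 1448 in D. virilis. Its log2 fold change was 0.21 in D. sechellia over D. simulans (standard error 0.15, limma adjusted p = 0.289), -0.27 in D. erecta over D. simulans (limma adjusted p = 0.177) and 0.48 in D. sechellia over D. erecta (limma adjusted p = 0.0390). Relative to Act5C, the log2 ratio of D. erecta over D. melanogaster changed from -0.078 to 2.47, and that of D. virilis over D. melanogaster from 0.17 to -0.88.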

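Or42b had 4714 normalized counts in D. sechellia (4527 and 4901), 2851 in D. melanogaster, 2757 in D. simulans (2670 and 2843) and 2635 in D. erecta (2539 and 2731). Both libraries of D. sechellia lay above both of D. simulans, with a log2 fold change of 0.77 (standard error 0.11, limma adjusted p = 0.00208), and D. erecta over D. simulans gave -0.065 (limma adjusted p = 0.638). Or92a had 4812 normalized counts in D. sechellia (4728 and 4896), 3777 in D. simulans (3652 and 3903) and 3651 in D. melanogaster, and its log2 fold change in D. sechellia over D. simulans was 0.35 (standard error 0.090, limma adjusted p = 0.0202). The hybrids with D. melanogaster had no RNASeq libraries.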

**Figure 3:**
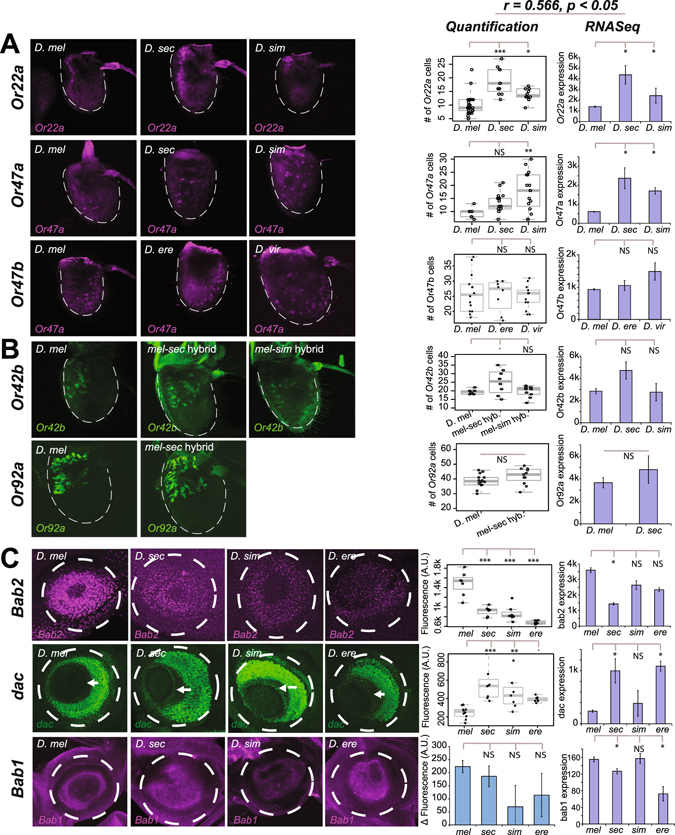
Validation of RNASeq results with *in vivo* experiments. **(A)** Fluorescent RNA *in situ* hybridization for *Or22a*, *Or47a* and *Or47b* genes in the antenna across multiple species. **(B)** Reporter analysis for *D*. *melanogaster* hybrid F1 crosses carrying promoter-fusion GFP constructs for *Or42b* and *Or92a* in the antenna. *D*. *mel*. – *D*. *sim*. hybrid crosses for *Or92a* did not produce any progeny. **(C)** Antibody stainings for the Bab2 and Dac proteins, and RNA FISH for *bab1*, in the 3^rd^ instar larval antennal disc across multiple species. White arrows in *dac* images indicate expansion of *dac* towards the central fold in some species. Quantification for *dac* is for an area within the zone of expansion. Quantification for *bab1* is for the difference in fluorescence of the antennal disc between antisense and sense probes. Statistical comparisons for *in vivo* comparisons shown are ANOVA + Tukey’s HSD, which controls for family-wise false discovery rate (p < 0.1, *p < 0.05, **p < 0.01, ***p < 0.001, NS = not significant), except for *Or92a* which shows the uncorrected results for a Student’s T-test. RNASeq figures show DESeq-normalized transcript counts, with error bars indicating S.E.M., and significant comparisons shown are for DESeq. 2-calculated adjusted p-value using stringent criteria (*p < 1E-8). FDR was controlled for using Benjamini-Hochberg method. Also shown is the correlation between predicted RNASeq pairwise log fold change in gene expression and the corresponding log fold change in the quantification of *in vivo* comparisons (see Fig. S3).

We also used antibody stainings on 3L antennal discs to analyze the expression pattern of Bab2 and Dac proteins, which are important regulators of olfactory system development and show transcriptional variation across species. In *D. melanogaster*, Bab2 is normally expressed in a gradient within the antennal disc, and Bab2 expression levels appear to be decreased in *D. simulans*, *D*. *sechellia* and *D*. *erecta* (Fig. 3C). The species-specific differences in protein levels of Bab2 were confirmed by quantification of the changes in antibody fluorescent intensity across the antennal disc, and were consistent with differences in transcription between species detected in RNASeq. 

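At 3L, bab2 had 3600 normalized counts in D. melanogaster, 2641 in D. simulans (recovered libraries 2592 and 2690), 2341 in D. erecta (2283 and 2399), 1432 in D. sechellia (1402 and 1463), 3295 in D. ananassae (2765 and 3824) and 527 in D. virilis (509 and 545). The recovered libraries of D. simulans, D. erecta and D. sechellia all lay below the D. melanogaster mean. Relative to Act5C, the log2 ratios over D. melanogaster were -0.47 in D. sechellia, 0.057 in D. erecta and 0.029 in D. simulans. The latter 2 changed sign but lay near 0, with library spreads on the listed scale of 0.036 and 0.027. Dividing by Act5C, which had a range of 2.45 at 3L, shifts all genes of a species alike. These signs therefore carry the differences in Act5C.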

Whole-mount RNA FISH for *bab1* also yielded a similar pattern (Fig. 3C). On the other hand, in *D*. *melanogaster*, Dac is expressed in the outer discs, with no expression near the central fold (Fig. 3C). However, in *D*. *sechellia*, and more prominently in *D*. *simulans* and *D*. *erecta*, Dac expression appears to expand to a new ring of single cell thickness adjacent to the central fold (arrows in Fig. 3C). This pattern is consistent with our RNASeq results for *D*. *sechellia* and *D*. *erecta* but not for *D*. *simulans*, although the inconsistency with RNASeq results for *D*. *simulans* may be due to a decrease in overall *dac* transcription in *D*. *simulans* separate from the expansion.

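At 3L, dac had 239 normalized counts in D. melanogaster, 385 in D. simulans (recovered libraries 217 and 553), 998 in D. sechellia (848 and 1149), 1086 in D. erecta (1028 and 1144), 1743 in D. ananassae (1739 and 1746) and 433 in D. virilis (405 and 462). Of the 2 libraries of D. simulans, 1 lay below the D. melanogaster mean and the other above it, and the log2 ratio of D. simulans over D. melanogaster ran from -0.14 to 1.21 with either library left out. Both libraries of D. sechellia and of D. erecta lay above both of D. simulans.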

To directly compare our RNASeq results to *in vivo* differences, we asked if our RNASeq results were correlated with changes in RNA FISH, hybrid crosses and imunofluorescence. To do so, we compared the interspecies pairwise log fold change in gene expression predicted by RNASeq with the corresponding pairwise log fold change in the quantification of the *in vivo* results and found that RNASeq differences were significantly correlated with the *in vivo* differences we detected (Pearson’s r = 0.566, df = 18, p < 0.05) (Fig. S3). Thus, even though there are some discrepancies among specific individual comparisons, taken as a whole these results show that the RNASeq data in general capture the differences in ORN composition we observe among species. The discrepancies, such as *Or47a*, may be due to a disconnect between the amount versus the pattern of transcription or post-transcriptional processing of the transcript. While understanding the basis of these discrepancies will require further work, our data suggest RNAseq is a reasonable proxy for ORN expression patterns.

### Transcriptional variability and parallelism in the adult olfactory system

Next, we used our RNASeq dataset to test a hypothesis regarding the evolution of the *Drosophila* olfactory system: that components with greater flexibility are more likely to be utilized during adaptive events. To test this hypothesis, we focused specifically on OR genes in the adult stage and TFs with known roles in ORN development.

Focusing first on the adult stage, we first looked for differences in flexibility among the OR genes. In order to quantify transcriptional variability in OR genes, we analyzed the absolute log fold change (ALFC) values across all pairwise species comparisons for OR transcripts in the adult antennae. We first plotted these ALFC values as a boxplot showing the mean and quartile values for all OR genes grouped according to sensilla subtype (Fig. 4A). Contrary to our expectations, we found that interspecies variability in OR genes was not randomly distributed. 

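Variability was computed on log2(value + 1) in AA as the mean ALFC over all pairs with a value, for receptors with at least 30 normalized counts in some species. Among the 19 subtypes, the mean ALFC over all receptors and pairs of the subtype together was highest in ab3, at 2.17. It was 2.03 in ai1, which holds Or13a alone, 1.32 in ab8, 1.28 in ab5, 1.26 in ab4 and 1.17 in ab7, and the lowest was 0.63 in at1. The median variability of the ab3 receptors lay at percentile 96.0 of 10000 random gene lists of the same size matched on expression, whose median was 0.82. ab3 holds 2 receptors here, Or22a and Or85b. Its percentile was the highest among the 19 subtypes and was not adjusted for their number. The percentile was 93.9 for ai1, 88.1 for ab8, 86.4 for at3, 81.8 for ab7 and 78.3 for ab5. Over the 44 receptors the median variability was 0.93, and over the 8388 genes that the random lists were drawn from it was 0.87. Leaving out D. melanogaster moved the ab3 value most, to 2.44, and ab3 ranked first in each alternative tried for it. It ranked first in 29 of the 32 combinations of single libraries.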

OR genes expressed in ORNs housed mostly in the basiconic sensilla subtypes (particularly ab3) appeared to have significantly more transcriptional variability across species than others, while most other subtypes were not significantly more variable than the whole antennal transcriptome (Fig. 4A).

**Figure 4:**
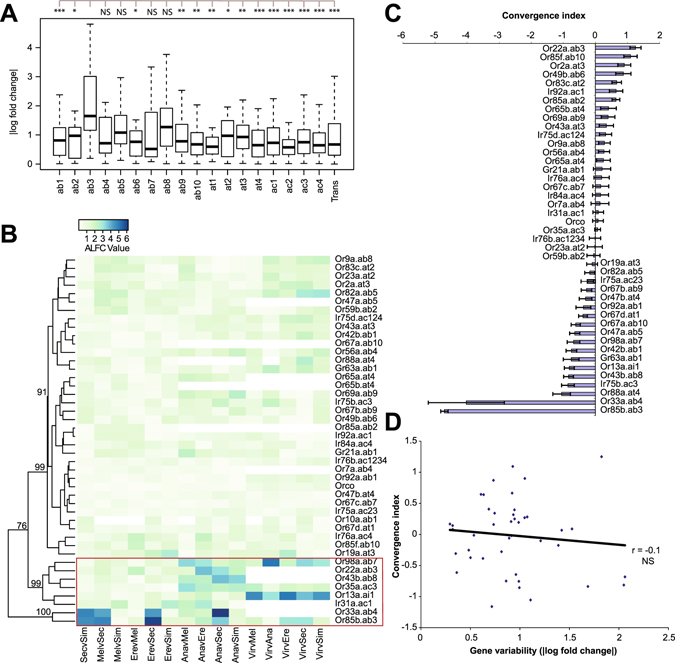
Transcriptional variability of olfactory receptors across six *Drosophila* species. **(A)** Boxplot and (**B**) heatmap plotting the absolute log fold change (ALFC) in the expression of olfactory receptors (ORs) across all pairwise interspecies comparisons. The boxplot shows combined values for each sensilla subtype, and includes values for the entire antennal transcriptome (Trans) for comparison. Statistical comparisons show results for ANOVA + Tukey’s HSD (*p < 0.05, **p < 0.01, ***p < 0.001, NS = not significant). The post-hoc test compares ab3 AFLC to the other classes of ORs. A non-parametric Kruskal-Wallis H test for the boxplot also had p-value < 0.001 (df = 5). In the heatmap, invalid comparisons without comparable orthologs (NAs) are white/blank, highly variable genes are highlighted in red, and numbers indicate bootstrap support for the clustering analysis. **(C)** Convergence index values (see Methods) showing levels of convergence between *D*. *sec*. and *D*. *ere*. for olfactory receptor genes in the antenna. Positive values indicate convergence while negative values indicate divergence. Error bars indicate S.E.M. **(D)** Plot of convergence index values versus absolute log fold change (ALFC) values for antennal olfactory receptor genes. ALFC values shown are the mean ALFC value across all interspecies pairwise comparisons. The solid line shows a fitted line, with *r* as Pearson’s correlation coefficient.

To examine these patterns of variation in more detail, we plotted each pairwise interspecies ALFC value for each individual OR gene as a heatmap, with a range from lighter green to darker blue indicating lower and higher variation, respectively. Clustering analysis of this heatmap revealed a small subset of adult OR genes that appeared to be substantially more variable than other OR genes, which in general showed relatively stable levels of transcription across species (Fig. 4B). This subset of OR genes included OR genes normally expressed in ORNs housed in basiconic sensilla, specifically *Or22a* (ab3), *Or85b* (ab3), *Or33a* (ab4), *Or98a* (ab7), and *Or43b* (ab8). 

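The mean ALFC was highest in Or33a (2.52), Or85b (2.41), Or98a (2.05), Or13a (2.03), Or22a (1.82) and Or43b (1.68). After Ir31a and Or35a, at 1.42, the ninth receptor was Or82a, at 1.39. The value of Or33a rests on low counts: the recovered libraries were 14.0 and 312 in D. simulans and 0 and 11.9 in D. sechellia, and with a library left out its mean ALFC ran from 1.10 to 2.99. With a library left out, Or22a stayed between 1.82 and 1.83, Or85b between 2.36 and 2.46 and Or43b between 1.66 and 1.71.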

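In AA, Or13a had 420 normalized counts in D. sechellia, 691 in D. simulans, 789 in D. melanogaster, 1047 in D. erecta, 262 in D. ananassae and 31.5 in D. virilis. Ir31a had 1248 in D. sechellia, 553 in D. simulans, 2488 in D. melanogaster, 3485 in D. erecta and 525 in D. ananassae, was listed at 0 in D. virilis, and had a mean ALFC of 1.52 over the other species.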

*Or13a* and *Ir31a*, expressed by ORNs in the intermediate and coeloconic sensilla, respectively, also show transcriptional variation. 

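The pairs were split into those between the generalists D. simulans, D. melanogaster, D. ananassae and D. virilis and those between a specialist and a generalist. The mean ALFC between generalists and between a specialist and a generalist was 2.72 and 1.65 for Or98a, 2.53 and 1.75 for Or13a and 2.24 and 1.47 for Or43b. It was 1.52 and 2.18 for Or22a, 1.08 and 2.96 for Or85b, and 1.38 and 2.82 for Or33a.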

Importantly, the variability across species is not exclusively linked with specialist vs. non-specialist comparisons, suggesting that this subset of ORs is distinctly variable relative to the strong homogeneity seen among all other ORs. As a whole, these results suggest that transcriptional variability in OR genes is mostly limited, but not restricted, to specific ORN lineages from the basiconic class of sensilla.

Behavioral adaptations seen in *D*. *sechellia* and *D*. *erecta* have previously been tied to parallel transcriptional or structural reconfigurations of the adult olfactory system in these two species, particularly defined by a parallel increase in *Or22a* ORN numbers housed in basiconic sensilla^8,9^. Thus, it is possible that highly variable ORN lineages are more likely to contribute to adaptive chemosensory/behavioral evolution. As such, we expected some of the OR genes that show high amounts of variation among the six species to also be highly convergent between *D*. *erecta* and *D*. *sechellia*. In order to test this hypothesis and identify other parallel changes, we ranked the adult OR genes for those that appear most similar between the specialists *D*. *erecta* and *D*. *sechellia* relative to (i.e. normalized by) sister species with equivalent divergent time estimates. We summarized these into a single statistic as the “convergence index”. High, positive values for the convergence index represent genes that are highly converged in *D*. *erecta* and *D*. *sechellia*, while low, negative values represent genes that are highly divergent in these two species relative to other species with equivalent divergent time estimates. As expected, among the adult antennal OR genes, the gene with the highest convergence index value was the *Or22a* (ab3) gene (Fig. 4C), which has been implicated in detecting odors from the host plants of the two specialists, *D*. *sechellia* and *D*. *erecta* ^7–9^. 

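Or22a had a convergence index of 1.25 in AA, the highest of the 40 receptors with an index. Its ALFC was 0.60 between D. sechellia and D. erecta, 1.45 between D. simulans and D. erecta and 2.25 between D. melanogaster and D. erecta. The next highest indices were 0.87 for Or49b and 0.66 for Or83c. With a library left out, the index of Or22a ran from 1.23 to 1.27. The D. melanogaster value is that of Or22a alone, whereas the other species list Or22a and Or22b together. With both summed for D. melanogaster, the index was 0.50, the fifth highest, and without D. melanogaster it was 0.852, the third highest. Where there were several orthologs the authors kept the highest expressed transcript, so the shared value need not be a sum. Which D. melanogaster value is comparable was not tested. Without D. melanogaster the index of Or83c was -0.15. The difference between D. sechellia and D. erecta was -0.603 on the log2 scale (standard error 0.0499, limma adjusted p = 2.3e-04), with both libraries of D. erecta above both of D. sechellia. From this index and the high variability of Or22a across species, the paper proposes convergent transcript levels in the 2 specialists.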

*Or22a* normally exhibits high interspecies variation in transcript levels (Fig. 4B), but shows little variation between *D*. *erecta* and *D*. *sechellia* suggesting convergent transcript levels in specialists (Fig. 4C). Thus, our data confirms previous morphological findings at the transcriptional level suggesting similar configurations of the same flexible component in the two specialist species. However, not all genes with high transcriptional variation across species show high convergence index values. An example of this is *Or85b*, which shares the ab3 sensillum with Or22a ORNs, and also shows high transcriptional variability across 6 species. *Or85b* and *Or22a* levels in *D*. *erecta* show a concomitant increase compared to *D*. *melanogaster* (Fig. S4). However, *D*. *sechellia*, which has augmented *Or22a* levels, shows a decrease in *Or85b* expression (Fig. S4). These differences between *Or22a* and *Or85b* might reflect differences in species-specific developmental programs driving sensilla identity, as well as the OR choice in each ORN housed in that sensilla. Additionally, a plot of gene variability versus convergent index values showed no significant relationship between gene variability and convergence for adult OR genes, suggesting that even though some OR genes with convergent profiles have high evolutionary variability, variable OR genes are (with a few exceptions) not more convergent in specialist species. This low-level convergence in OR expression is consistent with our previous results indicating fewer parallelisms in the adult stage compared to earlier developmental stages (also see below) (Fig. 1D). Nevertheless, ecological and species-specific constraints may still cause specific OR genes from more variable OR transcriptional outputs to be selected for and utilized during specific adaptive events.

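In AA, Or85b had 38.8 normalized counts in D. sechellia (recovered libraries 34.5 and 43.1), 947 in D. simulans (936 and 957), 1085 in D. melanogaster, 2422 in D. erecta (2298 and 2547), 437 in D. ananassae and 312 in D. virilis. Both libraries of D. sechellia lay below those of every other species with libraries. The log2 fold change was -4.58 in D. sechellia over D. simulans (standard error 0.14, limma adjusted p = 6.4e-06), 1.35 in D. erecta over D. simulans (limma adjusted p = 3.8e-04) and -5.94 in D. sechellia over D. erecta (limma adjusted p = 4.3e-06). Its convergence index was -4.67, the lowest of the receptors, followed by -3.81 for Or33a and -1.05 for Or88a.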

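Of the 40 receptors with a convergence index in AA, 20 were positive, with a median index of 0.027. Random gene lists matched on expression had a median of 24 positive indices (95% of lists from 18 to 30), and the receptors lay at percentile 11.3. Across the 38 receptors without Or33a and Or85b, which Fig. 4D leaves out, Pearson's r between variability and index was -0.16 and Spearman's rho was -0.15. This is a correlation across genes, which are not independent replicates, and the same ALFC values enter both measures, so r was set against the random lists. Their median r was 0.23 (95% from -0.41 to 0.78), and the receptors lay at percentile 13.1. With Or33a and Or85b, r was -0.59, the alternative that moved it most.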

### Transcriptional variability and parallelism in antennal developmental programs

We next extended our analysis to the developing olfactory system. The biology of the developing olfactory system is complex and the molecular determinants are not completely defined. Nevertheless, recent years have revealed the general logic and some of the molecular and developmental events generating the diversity of ORN fates and OR gene regulation in *D. melanogaster* ^15–17,20^. Thus, limiting our developmental analysis to TFs that have previously been identified as regulating ORN development^15–17,20,26,27^, we looked for differences in flexibility among TFs by comparing transcriptional variation, again using the pairwise interspecies ALFC values, for each TF across the three developmental time points. Similar to our adult analysis, we plotted the results both as a boxplot combining all pairwise comparisons and as a heatmap showing each interspecies comparison separately. In both the boxplot and the heatmap, we found markedly non-uniform patterns of interspecies variation in the transcript levels of TFs across all three developmental stages (Fig. 5A,B, see also Fig. S4 for expression levels across development for select genes). In all three TF categories, we detected high levels of transcriptional variation in only a few select transcription factors, while other transcription factor transcript levels were conserved. Additionally, similar to our adult analysis, clustering analysis of our heatmap revealed a subset of TFs with higher transcriptional variability than others, and both early-acting and late-acting factors were included in this subset (Fig. 5B). Thus, the results from these developmental analyses did not conflict with our results from the adult analysis, which suggested that developmental pathways for specific ORN lineages are more transcriptionally variable, and thus possibly more amenable to evolutionary change than others.

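For each TF, the ALFC over all pairs was averaged over 3L, p8 and p40 on log2(value + 1). It was highest in bab1, at 2.64, then in acj6 (1.82), Eip93F (1.55), dac (1.33), bab2 (1.26) and amos (1.15), and lowest in B-H2, at 0.32. The median over the 21 TFs was 0.816, against 0.959 over the 9052 genes that random lists were drawn from. The value of bab1 came mostly from D. virilis: the mean ALFC of bab1 was 5.56 over the pairs with D. virilis and 1.17 over the other pairs. For acj6 these were 1.52 and 1.96. The value of acj6 depended on the pseudocount: it was 2.08 without one and 1.14 with a pseudocount of 10, below Eip93F, dac and bab2 (1.24 for bab2) under that choice.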

**Figure 5:**
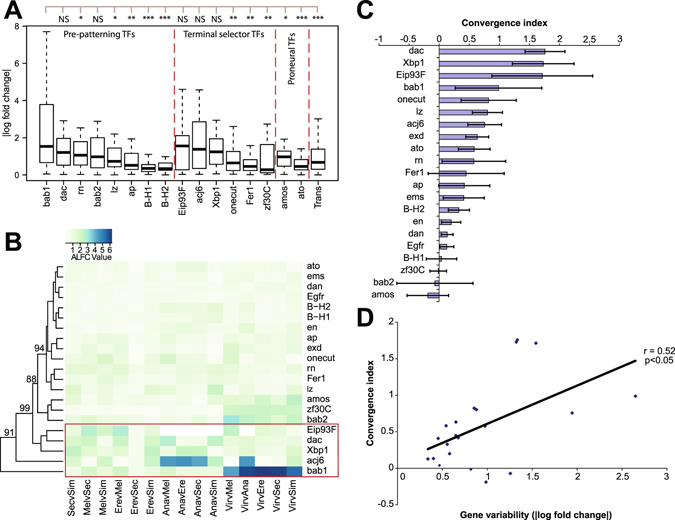
Transcriptional variability of antennal developmental transcription factors across six *Drosophila* species. **(A)** Boxplot and (**B**) heatmap plotting the absolute log fold change (ALFC) in the expression of transcription factors known to specify the adult olfactory system^15–17,20^ across all pairwise interspecies comparisons and across all three developmental time points (T1–T3). The boxplot shows combined values for each transcription factor across development, and includes values for the entire antennal transcriptome (Trans) for comparison. Statistical comparisons show results for ANOVA + Tukey’s HSD (*p < 0.05, **p < 0.01, ***p < 0.001, NS = not significant). The post-hoc test compares bab1 AFLC to the other TF. A non-parametric Kruskal-Wallis H test for the boxplot also had p-value < 0.001 (df = 5). In the heatmap, ALFC values shown are the mean ALFC value across development; invalid comparisons (NAs) are white/blank, highly variable genes are highlighted in red, and numbers indicate bootstrap support for the clustering analysis. **(C)** Convergence index values (see Methods) showing levels of convergence between *D*. *sec*. and *D*. *ere*. for antennal developmental transcription factors, averaged across development (T1–T3). Positive values indicate convergence while negative values indicate divergence. Error bars indicate S.E.M. **(D)** Plot of convergence index values versus absolute log fold change (ALFC) values for antennal developmental transcription factors. ALFC values shown are the mean ALFC value across all interspecies pairwise comparisons. The solid line shows a fitted line, with r as Pearson’s correlation coefficient.

Next, to test the hypothesis that components with greater variability are more likely to be utilized during adaptive events in the context of development, we ranked the TF genes according to their convergence index as before (Fig. 5C). Again, high, positive values for this convergence index represent genes that are highly converged in *D*. *erecta* and *D*. *sechellia*, while low, negative values represent genes that are highly divergent in these two species relative to other species with equivalent divergent time estimates. These showed that, in contrast to OR genes, the vast majority of the TF genes included in the analysis had a positive convergent index value (Fig. 5C), highlighting the curious discrepancy between the extents of parallelisms observed during development versus in the adult olfactory system. Additionally, if components with greater variability are more likely to be utilized during adaptive events, we expected to find that TFs with the highest variation would also have high convergent index values. Indeed, among the TF genes, the TFs with highest convergence indices include many that we previously found to have relatively high transcriptional variation across species (Fig. 5B,C). 

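Of 20 TFs with a convergence index averaged over 3L, p8 and p40, 18 were positive, with a median of 0.41. Random gene lists of the same size matched on expression had a median of 15 positive indices (95% of lists from 11 to 18), and 8.79% of the 10000 lists had at least as many as the TFs. The TF count lay at percentile 94.5 of the lists and the median index at percentile 95.3. Among the genes the lists were drawn from, 72.4% had a positive index. By stage, 10 of 17 TFs were positive at 3L, 19 of 20 at p8 and 17 of 19 at p40. Taking 3L alone moved the count most. With a library left out it ran from 16 to 19. From the larger share of positive indices in TFs than in OR genes, the paper states a discrepancy between parallelisms during development and in the adult.

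**Figure D2:**
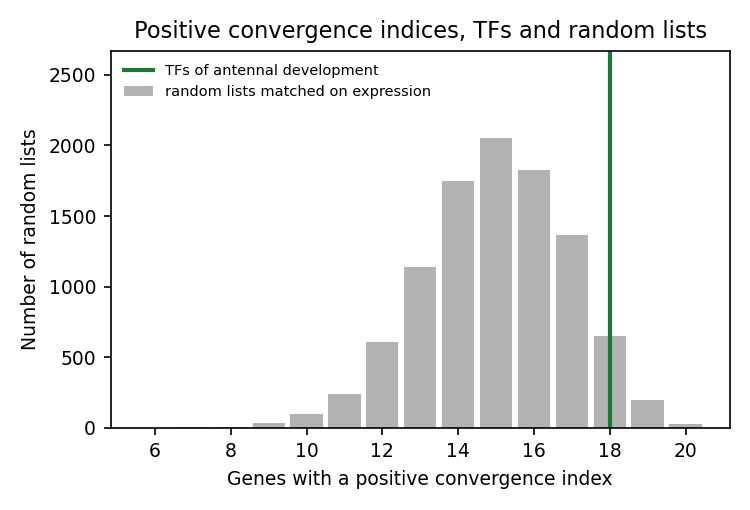
Number of positive convergence indices (x axis) in random gene lists matched to the TFs on expression, with the number of lists on the y axis. The line marks the TF list, at 18, the upper end of the range that holds 95% of the lists.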

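The highest convergence indices among the TFs were 1.75 for dac, 1.71 for Eip93F, 1.33 for acj6, 0.98 for bab1 and 0.70 for lz. Of these 5, dac, Eip93F, acj6 and bab1 were also among the 6 TFs with the highest variability. The other TFs of these 6, bab2 and amos, had indices of -0.071 and 0.100. With a library left out, the index ran from 1.65 to 1.89 for dac, 1.3 to 1.84 for Eip93F, 0.90 to 1.39 for acj6 and 0.85 to 1.08 for bab1. The index of bab2 was 0.64 at p8 alone, and that of amos was -0.19 at p8 alone. Xbp1 is listed at 0 in D. simulans and has no index.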

Interestingly, many of these TFs were previously shown to specify the basiconic (particularly ab3) sensilla ORN fates^15,20^, which is the same sensilla class that we found to have the highest transcriptional variability in our adult analysis. Additionally, plotting gene variability versus convergence indices showed a statistically significant positive relationship between gene variability and convergence for TF genes, suggesting that highly variable TF genes are likely to be convergent between the two specialist species (Fig. 5D). This is in contrast to the null relationship between variability and convergence that we observed in OR genes, and supports the hypothesis that more variable developmental programs have a higher probability of being utilized during adaptive events. 

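Across the 20 TFs with an index, Pearson's r between mean ALFC and convergence index was 0.60 and Spearman's rho was 0.47. As for the receptors, this is a correlation across genes and the measures share ALFC values. Random gene lists had a median r of 0.45 (95% of lists from -0.44 to 0.89), and the TFs lay at percentile 67.8. Without D. melanogaster r was 0.23, the alternative that moved it most, and with a library left out it ran from 0.56 to 0.63. From the positive relationship the paper proposes that highly variable TFs tend to be convergent between the specialists.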

Our results also indicate that different sets of evolutionary constraints act on the developing and adult olfactory system.

### Relationship between variability in the developing and adult olfactory system

Given the combinatorial nature of the TF codes governing the specification of 50 ORN fates (i.e. a single ORN fate is regulated by multiple TFs, and a single TF controls many ORN fates), it is plausible to imagine transcriptional variation in one or combinations of TFs can lead to changes in many ORN fates. In this scenario, variation in the expression of specific OR genes or in the fate of some ORNs is a result of transcriptional changes in single or combinations of TFs in the developmental code for those fates.

We first asked whether there was a direct causal relationship between individual highly variable TFs and highly variable ORs. To do so, we decided to focus our investigation on *Or22a*, a highly variable OR gene whose expression levels and ORN appear to change in parallel in the two specialists, and the TFs known to be involved in its specification. Previous studies have shown that the transcription factors *dac*, *ap*, and *bab1*/2 are expressed in and/or are involved in the specification of the ab3 sensilla lineage that houses *Or22a* ^15,28^. 

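The log2 level of Or22a in AA was set against that of each TF at 3L across the 6 species. D. virilis was kept at its listed 0 for Or22a. The species are related to different degrees in the paper's tree, so they are not independent, and the exact p-values ignore this. Exact permutation tests over the 720 orders of the species, 2-sided, were adjusted by Benjamini-Hochberg over dac, ap, bab1 and bab2. For bab1, Pearson's r was -0.89 (exact p = 0.107, adjusted 0.311) and Spearman's rho -0.43 (exact p = 0.419). For bab2, r was 0.77 (exact p = 0.156, adjusted 0.311) and rho -0.029 (exact p = 1). For ap, r was -0.38 (exact p = 0.554, adjusted 0.739), and for dac it was 0.24 (exact p = 0.747). The slopes over all pairwise fold changes were -0.51 for bab1, 0.17 for bab2, 0.055 for dac and -0.041 for ap. D. ananassae and D. virilis were the species farthest from the median of Or22a. Without them r was -0.999 for bab1, -0.69 for bab2, 0.98 for dac and -0.33 for ap, over 4 species. Without D. virilis alone, r was 0.23 for bab1 and -0.70 for bab2, so both relations depend on which species are kept. With the TF at p40, r was -0.98 for bab1 (exact p = 0.00417) and 0.82 for bab2. It was -0.92 for ap (exact p = 0.00556) and -0.20 for dac. With the TF at p8, r was -0.92 for bab1 (exact p = 0.0403) and 0.66 for bab2 (exact p = 0.239). It was 0.021 for ap (exact p = 0.942) and 0.12 for dac. The p-values at p40 and p8 are not adjusted. They also keep D. virilis at its listed 0 for Or22a. Without D. virilis, r was not computed at p40 and p8, so these relations may rest on that species. The D. melanogaster value excludes Or22b, which the other species list with Or22a.

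**Figure D3:**
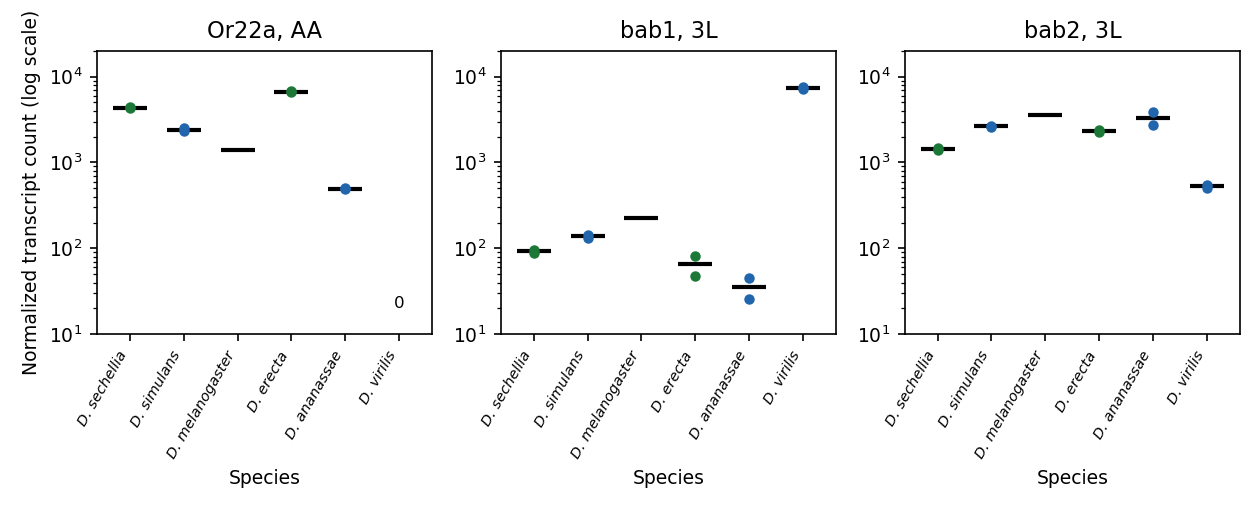
Normalized counts of Or22a in AA and of bab1 and bab2 at 3L in the 6 species, on a log axis. Bars are the authors' means and points the recovered libraries, which D. melanogaster lacks; 0 marks a species listed at 0. D. virilis is listed at 0 for Or22a and has the highest bab1 and the lowest bab2.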

By plotting the changes in these genes across species against changes in *Or22a* expression, we found *bab1* and *bab2* to be the top two predictors of *Or22a* variation, with inverse effects (Fig. 6A, also see Fig. S5 for a combined figure with other TFs).

**Figure 6:**
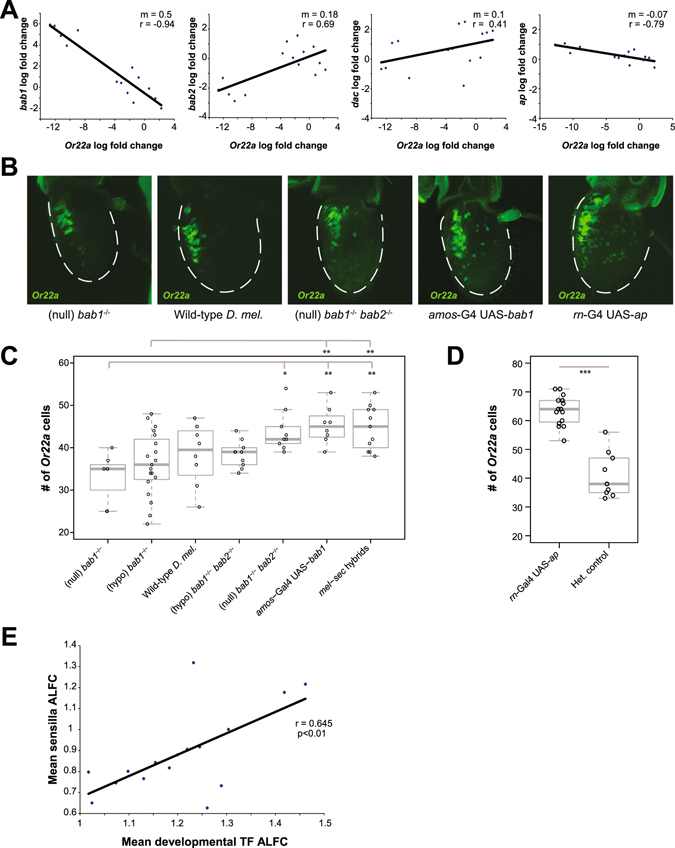
Relationship between highly variable TFs and highly variable ORs. **(A)** Plots of interspecies pairwise log fold change for Or22a against interspecies pairwise log fold change for pre-patterning TFs known to be involved in ab3 sensilla development. Solid lines indicate a linear regression, with m indicating the slope of the line and r indicating Pearson’s correlation coefficient. **(B)** Reporter analysis for *Or22a* expression in different mutant and overexpression backgrounds, arranged according to level of *Or22a* expression, using an *Or22a*-mCD8GFP promoter-fusion marker. **(C)** Quantification of changes in the number of *Or22a*-GFP cells when *bab1* and *bab2* expression is manipulated in different ways, with *sechellia-melanogaster* hybrids included for comparison. Statistical comparisons show results for ANOVA + Tukey’s HSD (*p < 0.05, **p < 0.01). **(D)** Increase in the number of *Or22a* GFP-positive cells when *ap* is overexpressed with a *rn*-Gal4 driver, compared to a heterozygous control lacking the Gal4 driver (p < 0.01, Student’s t-test, n = 9). **(E**) Variability of OR genes grouped by sensilla subtypes plotted against the variability of the transcription factors known to be involved in its development (see Table S1) shows positive correlation (Pearson’s coefficient = 0.645, *p* < 0.01, n = 16). Each point represents the mean ALFC for all OR genes from a sensilla subtype plotted against the mean ALFC during T1-T3 for all transcription factors known to be involved in the development of that sensilla subtype. The ab3 and ab4 sensilla were removed as mathematical outliers (see Methods).

To examine the relationship between *bab1/2* and *Or22a* in more detail, we analyzed single and double *bab* mutants in *D*. *melanogaster* using *bab1* and *bab2* mutant alleles with different strengths for *Or22a* ORN numbers. Given that both *bab1* and *bab2* show a decrease in expression in *D*. *sechellia* and *D*. *erecta* compared to *D*. *melanogaster*, these TFs might contribute to the changes in the representation of *Or22a* ORNs in the adult olfactory system in the specialists. 

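At 3L, bab1 had 225 normalized counts in D. melanogaster, 138 in D. simulans (recovered libraries 133 and 143), 92 in D. sechellia (88.8 and 95.3), 65.1 in D. erecta (48.1 and 82.2), 35.4 in D. ananassae and 7380 in D. virilis. The D. melanogaster mean lay above every library of D. simulans, D. sechellia and D. erecta. Against D. simulans, bab1 had a log2 fold change of -0.58 in D. sechellia (standard error 0.32, limma adjusted p = 0.173) and -1.12 in D. erecta (limma adjusted p = 0.0230), with both libraries of each below both of D. simulans. For bab2 these were -0.88 in D. sechellia (standard error 0.14, limma adjusted p = 0.00325) and -0.17 in D. erecta (limma adjusted p = 0.325). The p-values were adjusted over the genes above 0 in both species compared, 7984 for D. sechellia and 7856 for D. erecta against D. simulans. For D. sechellia over D. erecta at 3L they numbered 8705. The 14087 genes fitted at 3L are fewer than the 24678 gene names listed there. No test against D. melanogaster was possible without its libraries. As log2 ratios over D. melanogaster, bab1 was -1.28 in D. sechellia and -1.77 in D. erecta, and bab2 was -1.33 and -0.62.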

We found that disrupting *bab1* and *bab2* levels in different combinations had variable effects on *Or22a* ORN numbers (Fig. 6B,C). Compared to the weak mutant alleles of *bab1*, which had very little to no effect on *Or22a* ORN numbers relative to wild type, stronger *bab1* mutant combinations trended towards lower *Or22a* ORN numbers. The increase in *Or22a* ORN numbers seen in *bab1-bab2* double mutants was similar to the number of *Or22a* ORNs seen in overexpression experiments with *amos*-Gal4 driving UAS-*bab1*, phenocopying the number seen in *D*. *sechellia/D*. *melanogaster* hybrids (Fig. 6C). In contrast, double mutants for *bab1* and *bab2* showed a statistically significant increase in *Or22a* ORN numbers when compared to *bab1* single mutants (Fig. 6C) (see also Methods for comparisons to *in situ* hybridization experiments), suggestive of an antagonistic regulatory roles for *bab1* and *bab2* in regulating *Or22a* ORN numbers. The inverse relationship observed in the regression analysis between the slopes for *bab1* and *bab2* effects on Or22a levels (Fig. 6A) also supports this antagonistic genetic relationship.

We also examined two other pre-patterning TFs thought to play a role in *Or22a* ORN development, *dac* and *ap*. Previous studies have shown that *dac* mutants have fewer *Or22a* ORNs and *dac* has been implicated in the regulation of basiconic sensilla identities^28^. 

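The log2 fold change of dac at 3L was 1.51 in D. sechellia over D. simulans (standard error 0.41, limma adjusted p = 0.0247), 1.64 in D. erecta over D. simulans (limma adjusted p = 0.0150) and -0.14 in D. sechellia over D. erecta (limma adjusted p = 0.821). As ratios of means over D. melanogaster on the log2 scale, dac was 2.06 in D. sechellia and 2.18 in D. erecta. With a D. simulans library left out, the log2 ratio of means over D. simulans ran from 0.85 to 2.20 in D. sechellia and from 0.97 to 2.32 in D. erecta.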

*Dac* is one of the highly variable TFs and shows an increase in both transcript and protein levels in *D*. *sechellia* and *D*. *erecta* antennal discs (Fig. 3C, S4). To test the effect of high Dac levels on *Or22a*, we attempted to overexpress *dac* in *D*. *melanogaster* using *amos* ^*GAL4*^, *rn* ^*GAL4*^, and *dll* ^*GAL4*^; however, these all resulted in lethality at the pupal stage. Finally, we analyzed the transcription factor *ap*, which has been implicated as potentially being involved in the development of the ab3 sensilla^15^. 

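The mean ALFC of ap over all pairs and 3L, p8 and p40 was 0.67, which ranked thirteenth among the TFs of Fig. 5C and lay at percentile 34.0 of genes. With a library left out it ran from 0.65 to 0.70. At 3L, ap had 166 normalized counts in D. sechellia (recovered libraries 148 and 183), 112 in D. simulans (96.6 and 128), 277 in D. melanogaster, 182 in D. erecta (170 and 194), 122 in D. ananassae and 241 in D. virilis. Its log2 fold change was 0.56 in D. sechellia over D. simulans (standard error 0.24, limma adjusted p = 0.0964) and 0.70 in D. erecta over D. simulans (limma adjusted p = 0.0455).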

*Ap* levels are only slightly variable across six species, suggesting that *ap* is a relatively conserved transcription factor. Interestingly, *Rn* ^*GAL4*^–mediated overexpression of *ap* resulted in a dramatic increase in the total number of *Or22a* ORNs (Fig. 6D).

Another hint for a link between variability in the TFs and OR variability was found when we looked for a broader correlation between adult OR transcriptional variability and TF variability by plotting the mean adult ALFC values for all of the ORs in each sensilla subtype against the mean developmental (T1–T3) ALFC values of all the known TFs required for their development. Interestingly, this comparison revealed a statistically significant positive relationship when ab3 and ab4 are excluded as outliers (Fig. 6E), a result that is consistent with the proximate cause of variation in some ORN lineages being transcriptional variation in the combinatorial TF code that specifies it. 

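The mean ALFC of the receptors of each subtype was set against the unweighted mean ALFC of its TFs in Table S1. Without ab3 and ab4, r across the 16 subtypes was 0.597 (p = 0.0141, permutation test with 100000 resamples, 2-sided) and rho was 0.50 (permutation p = 0.0518). Without ac2 and ac4, the subtypes farthest from the median TF variability, r was 0.55. Over all 18 subtypes r was 0.40 (permutation p = 0.101) and rho was 0.447 (permutation p = 0.0646). The subtypes share TFs, with 17 distinct TFs making up 139 entries, so they are not independent and the p-values overstate the evidence. Taking the TFs at 3L alone, r was 0.46 (permutation p = 0.0764), and without D. melanogaster it was 0.50 (permutation p = 0.0525). From the relationship without ab3 and ab4, the paper raises variation in the TF code as a proximate cause for some ORN lineages, and adds that known TFs cannot explain all of the variation in ORs.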

We, however, cannot fully explain all the variation in ORs by known TFs suggesting that there are unknown factors, such as undiscovered TFs affecting antennal development, that are contributing to variation in ORs. Overall, our results suggest that, rather than being caused by variation in any single TF gene, the variability of OR expression in the adult olfactory system is likely regulated by transcriptional changes in different combinations of multiple transcription factors during development.

## Discussion

The two host plant specialists, *D*. *sechellia* and *D*. *erecta*, have previously been shown to have parallel increases in the olfactory neuroanatomy responsible for detecting odors coming from their host plants^8,9^. Our results suggest that there is striking convergence in the transcriptional programs operating in the developing olfactory system of the two specialists compared to the other four generalist species. We also found non-random patterns of transcriptional variability for certain genes in the adult and developing olfactory system across all six species; a subset of antennal basiconic olfactory receptors, along with a subset of developmental transcription factors, show higher transcriptional variation across all six species compared to other genes in the same category. Greater convergence in transcriptional variability for TFs involved in olfactory system development in the two specialist species was also paralleled by greater interspecies transcriptional variability in those same TFs. Our results posit the hypothesis that, under the influence of ecological constraints, a limited number of variable olfactory receptors and the developmental regulators of the neurons that express them are more likely to both harbor variation and to change across evolutionary timescales, and thus contribute to adaptive processes.

However, our genetic data also suggest that single manipulations to TFs that show high evolutionary variation have only small individual effects on *Or22a* ORN representation. Thus, we were unable to find a conclusive link between variability in the TFs and OR variability through our genetics studies. This does not necessarily mean that such a link does not exist, as we only examined a single OR. Future work on identifying other TFs that contribute to individual ORN fates and the exact combinatorial TF code operating in each ORN fate will be necessary to rule out this hypothesis. This may also imply that the different configuration of ORN representation observed in *D. sechellia* and *D*. *erecta* are more likely the combinatorial result of simultaneous changes in many TFs, with large changes in highly variable TFs and small changes in more stable TFs.

The idea that some developmental genes may drive the evolution of ‘parallel’ physical traits in different natural populations is not new; previous research has highlighted individual developmental genes (such as *bab2* and *svb*) that drive specific convergent physical traits in different *Drosophila* species^29–33^. However, such evolutionary convergence has so far only been shown in the transcriptional regulation of a single gene driving a diversity of phenotypes for a given trait. Our results suggest that, in sensory systems with high neuronal diversity such as the *Drosophila* olfactory system, this pattern of convergence may extend to more complex developmental programs as well, such as the combinatorial transcription factor networks that define the ORN fates in the *Drosophila* olfactory system.

Our results also suggest that in the *Drosophila* olfactory system, different sets of evolutionary constraints may apply during development and in adults, leading to differences in the extent of parallelisms observed at the two phases. We hypothesize that this may be because the combinatorial code allows for robustness during development — that is, the combinatorial code can buffer many changes in the local expression of specific transcription factors without greatly affecting the final adult phenotype^34^. In contrast, the expression of adult ORs directly contributes to adult olfactory behavior and may thus be under more stringent selective pressure. This would account for our observed increase in levels of convergence across the developmental stages compared to the adult stage. Alternatively, due to the combinatorial nature of ORN specification, certain ORN lineages might be more susceptible to changes in the code. For example, one would speculate that ORN lineages generated by combinations containing the highest number of variable TFs would show the highest variation, whereas combinations with TFs that show little change, or with fewer variable TFs, would not affect adult ORNs. Which of these scenarios is true remains unknown and only a more detailed molecular understanding of ORN development will answer this question.

Our data also suggest that flexibility in the *Drosophila* olfactory system may be associated with specific ORN developmental trajectories, particularly those from basiconic sensilla. That is, a specific subset of the olfactory system tolerates more variation and as a result is more free to diverge over time. Indeed, these results are consistent with our earlier hypothesis that large and thin basiconic ORN fates are likely to be evolutionarily variable due to the irregularity of precursor fate decisions for diverse subtypes in these sensilla classes^23^. This observation, in turn, suggests that there are specific pathways in both the developing and adult olfactory system, which are less “central” (i.e. not as important) to the development or function of the olfactory system and thus more amenable to change, which is broadly consistent with other studies of the *Drosophila* olfactory system^35^. This may also be related to the pleiotropic principal, which posits that genes with greater pleiotropy (multiple functions) tend to be more stable or conserved^36^.

At this point our data is suggestive, not conclusive; however, we believe that our work suggests several explicit tests of this idea that can be addressed with future work. For example, we predict that *bab1* and *bab2* may be important players in the evolution of ORN differences among species. As ORN developmental trajectories are defined, many TFs act as binary switches shifting the fate of a cell from one ORN to another. A few TFs instead act as gradients. *Bab1* and *bab2* are expressed in a gradient within the antennal disc. Both of these genes show high transcriptional variation across six species, and in case of *bab1*, shows convergence between specialists. 

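By stage, the convergence index of bab1 was 0.93 at 3L, 1.71 at p8 and 0.30 at p40, and its mean ALFC 2.95, 3.09 and 1.87. The index of bab2 was -0.31 at 3L, 0.64 at p8 and -0.54 at p40, and its mean ALFC was 1.18, 1.75 and 0.84. Without D. melanogaster the index over the 3 stages was 0.42 for bab1 and -0.46 for bab2. Among all genes with enough expression, the mean ALFC of bab1 lay at percentile 95.4 and that of bab2 at percentile 62.2.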

*Bab1* and *bab2* also belong to the gene regulatory network that patterns the larval antennal disc into concentric discs with diverse differentiation potentials^15^. The expression of both genes starts at the latest stages of antennal disc patterning, and are among the latest known molecular components to be added to the gene regulatory network^26^, perhaps acting as a node that has not completely consolidated and remained variable during evolution. Gradient genes like *bab1* and *bab2* may be an alternative manifestation of the pleiotropic principle: genes with graded expression within a tissue might be phenotypically more robust to changes in transcription, as nucleotide changes in regulatory elements only change levels within the gradient or patterns, not wholesale switches in fate. This could lead to a subset of the system that is more robust to harboring genetic variation than other developmental genes that have all-or-none functions and thus more likely to contribute to evolution. Further work will be required to see if any of these factors, individually or in combination, contribute to the evolution of developmental traits in the peripheral olfactory system.

There are, of course, alternative explanations for our results that we cannot yet rule out. For example, it is possible that the similarities we find between *D*. *erecta* and *D*. *sechellia* are due to biogeographical similarities, rather than host-plant specialization. However, because the geographical distributions for many of these species overlap extensively, we believe that biogeographical similarities between *D*. *erecta* and *D*. *sechellia* are less likely to drive the patterns we observe than host-plant specialization. In addition, previous studies have suggested that the ancestral state for the entire *melanogaster* subgroup is equatorial (further, *D*. *simulans* is also found on the Seychelles, where *D*. *sechellia* originated)^37^. Thus, biogeography should be driving similarity in the entire clade, not just in the two host-specialists.

Another possible explanation is that we just happened to samples strains that showed this pattern and that a wider sampling of each taxa would show some individuals are “parallel” and others are not. However, previous studies that have examined the adult olfactory transcriptome of multiple species have found variation between different strains of the same species to be small enough as to not significantly affect comparisons between species^38^, although ideally future studies should include comparisons from additional strains. In addition, a brief comparison of *Or22a* expression in different *D*. *mel*. backgrounds did not show any significant differences, and also suggested that differences between individuals of the same species are about 20 percent, compared to differences between species which can be an order of magnitude or more (Fig. S6).

The idea that developmental systems cannot be generically flexible — that is, all components are equally likely to evolve — but that there are flexible components within these systems is also not new; as far back as 1940, Goldschmidt speculated that “paths are available for changes in the genotype…without upsetting normal developmental processes”^39^. Our data suggests both that these paths exist and that they are not idiosyncratic. Instead, these evolutionary “lines of least resistance”^40^ tend to be conserved over time, which suggests that these flexible components may be hotspots of phenotypic evolution. The idea that specific parts of the olfactory system are more amenable to evolutionary change is also consistent with a recent study on the evolution of the *Drosophila* olfactory system that highlighted ester-sensing receptors as being particularly evolutionarily malleable^41^, as well as with other studies that have highlighted basiconic sensilla, particularly the ab3 sensilla, as having diverged either in sequence, expression, or function under various different circumstances across the *Drosophila* genus^7–9,25,38,42–45^. Thus, it is likely that large basiconic sensilla, which house *Or22a*, are a developmental hotspot that has been repeatedly utilized for novel functions during evolution.

Finally, our results also indicate that variation in highly variable ORs is associated with changes in the underlying combinatorial developmental code, and transcriptional variability in adult sensilla subtypes is correlated with transcriptional variability in their developmental regulators. The basiconic sensilla appear more evolutionarily labile, which suggests that we may be able to predict, in certain cases, some of the molecular differences that cause species-specific behavioral adaptations if the variability of the developmental regulators underlying the system is known. Thus, we propose that, to a limited extent, transcriptionally variable developmental programs may be able to act as predictable hotspots of evolution in a sensory system with high neuronal diversity, providing a limited set of possible configurations that drive the evolution of ‘parallel’ physical traits in different natural populations undergoing similar selective pressures^46^. Defining the distinctive characteristics of gene expression within developmental programs in other systems will ultimately determine if such patterns can be used as predictors of how organisms evolve.

## Materials and Methods

### Fly strains, rearing, and collections

The six *Drosophila* species genotypes we used were *D*. *ananassae* (14024-0371.00, San Luis Potosi, Mexico, *Drosophila* Species Stock Center (DSSC), University of California, San Diego), *D*. *erecta* (14021-0224.00, DSSC), *D*. *sechellia* (14021–0248.01, DSSC), *D*. *simulans* (14021-0251.165, Florida City, Florida, DSSC), *D*. *virilis* (15010-1051.00, Pasadena, California, DSSC) and the*w* ^1118^ strain of *D*. *melanogaster*. All flies were reared on cornmeal medium using a 16:8 light:dark cycle at 20 °C.

For RNA extraction, ~70 wandering third instar larvae antennal discs, ~70 8hr APF pupal antennal discs, ~70 40hr APF pupal antennae, and ~300 adult antennae (150 males and 150 females) from each species were collected. Pupal antennal discs/antennae were dissected from pupae that had been collected as white pupae and placed in a 25 °C incubator for 8 or 40 hours (*D*. *melanogaster*, *D*. *sechellia*, and *D*. *erecta*), or for 10 or 48 hours (*D*. *virilis*). Timing for the pupal dissections of *D*. *virilis* was based both on the observation that *D*. *virilis* pupal development at 25 °C was roughly 1.3 times longer than the other species, and on comparative observations of antennae/antennal disc morphology during dissections, with priority given to morphological considerations to be as identical as possible. Adult antennae were collected from adult flies that were 7–10 days post-eclosion.

### Sample preparation and RNAseq

We extracted RNA using the RNeasy kit (Qiagen) according to the manufacturer’s instructions, including an on-column DNase digestion (Qiagen). RNA quality and concentration were measured using 700 ng RNA diluted to 60ul total volume. RNA sequencing libraries were prepared with TruSeq Stranded mRNA Sample Prep Kit (Illumina) according to manufacturer’s instructions. For the RNA fragmentation step, 94 °C, 2 min was used with the intention to obtain a median size ~185 bp. PCR amplification was done with 15 cycles. Libraries (barcoded) were multiplexed in sets of 24. Each set was accessed for quality before separation into two identical pooled libraries, which were then subjected to cluster generation followed by 50 bp paired-end sequencing with an Illumina HiSeq 2500 sequencer by the UNC High-Throughput Sequencing Facility (HTSF).

### Alignment, mapping and generating gene counts

Basecalls were performed using CASAVA version 1.8. Sequenced reads were trimmed for the adaptor sequence, and then mapped to each species’ transcriptome that was downloaded from FlyBase (FB2014_6 release) using bwa-0.7.8. Depending on the species, 50–90% of the total reads were successfully mapped with the reference transcriptome. Count tables for each sample were generated using a customized python script, and each transcript ID was given a gene identifier based on ortholog calls from FlyBase. These orthology calls were then confirmed by reannotating the gene models from the raw read and performing comparative BLASTs. While minor discrepancies were detected in the gene models, most annotations were supported. The count tables were then consolidated into matrices containing transcript ID and read counts from all genotypes for each stage using a Ruby script. For genes with multiple orthologs, only the highest expressed transcript was included for comparison. Genes without orthologs in one or more species were listed as NAs for those species. Matrices of gene counts were normalized for each species’ developmental time points in R (3.1.2) using the DESeq. 2 suite (release 3.4). After estimating the dispersion parameter, we fit the data and tested for significance using a negative binomial test with the following model: *expression = ~spp*. FDR was controlled for using Benjamini-Hochberg method. All scripts used in the pipeline are available from the authors. Raw sequence data are available for download from the NCBI Gene Expression Omnibus (GEO) database using the accession numbers GSE85239 and GSE75986, and the normalized count tables are also available in the GSE85239 series.

### Data analysis

The variability of a gene was determined by calculating the mean absolute log fold change for all pairwise species comparisons. Absolute log fold change (ALFC) values were calculated by comparing DESeq-normalized transcript counts for each species to every other species in a pairwise fashion, and taking the absolute of the log fold change in transcript counts to provide a non-directional estimate of the difference in gene expression between each pairwise species comparison for every gene. For whole-antennal transcriptome analyses, only genes with transcript counts above 50 in all species were included for comparisons. For analyses using specific lists of olfactory receptor or transcription factor genes, matrices were curated by hand to remove genes with low or no expression across all species (<30 transcript count).

### Heatmaps and cluster analysis

Heatmaps were created in R using the heatmap.2 function from the gplot package (v3.0.1). Invalid comparisons (NAs) where one of the species does not have a comparable ortholog, or the ortholog is pseudogenenized, are indicated with white/blank regions. Cluster analysis was done with the default clustering options from the heatmap.2 function that uses hierarchical clustering with the distance and cluster methods set as “euclidean” and “complete”, respectively. Bootstrap analysis of clusters was done using the pvclust package in R (2.0-0) for 10,000 iterations.

### Correlation between transcription factor and sensilla subtype variability

The variability of each sensilla subtype was defined as the mean ALFC value across all pairwise comparisons for all ORs in that sensilla subtype, and plotted against the variability of the transcription factors known to be involved in its development, defined as the unweighted mean ALFC value for all TFs with known involvement across all pairwise comparisons and developmental time points. The fitted line for these values is shown, and the *r* value indicated is Pearson’s coefficient. Given the sensitivity of this type of analysis to outliers, the ab3 and ab4 sensilla were excluded from analysis as mathematical outliers (>1.5 interquartile ranges above the first quartile).

### Correlation between convergence indices and gene variability

The variability of each gene was defined as the mean ALFC value across all pairwise comparisons for all species, and plotted against the convergence index values as defined above. The fitted line for these values is shown, and the *r* value indicated is Pearson’s coefficient. Given the sensitivity of this type of analysis to outliers, the *Or33a* and *Or85b* genes were excluded from the analysis of adult OR genes as mathematical outliers (>1.5 interquartile ranges above the first quartile).

### Phylonormalization

Some analyses were phylo-normalized, where the mean ALFC values were adjusted to be equivalent between closely- and distantly-related pairwise species comparisons according to a linear model of ALFC values versus phylogenetic distances taken from literature^2^.

### Principal components analysis

PCA was done using the AMOR package (AMOR_0.0-15) in R with default options.

### Convergence index

The ranking of genes according to the strength of convergent expression between *D*. *sechellia* and *D*. *erecta* was done by finding the difference between the Sec-Ere ALFC value and the mean of the Sim-Ere and Mel-Ere ALFC values (the larger the difference the higher the rank), to in essence find similarly expressed genes normalized by the other species with equal phylogenetic distance. Thus, a highly ranked gene would be one that was very similar between *D*. *ere*. and *D*. *sec*. but very different from *D*. *mel*. and *D*. *sim*.

### Genetics

To determine the effects of manipulating *bab* expression on *Or22a* expression, we used *D*. *mel*. flies with an *Or22a*-mCD8GFP promoter-fusion construct on the X chromosome on a *w1118* background^11^. We crossed these flies to flies with different combinations of *bab* mutant alleles. In order of increasing *bab* expression (decreasing strength of bab mutant phenotype), these alleles were *bab* ^*DFPA*^, *bab* ^*A07*^, *bab* ^*PR72*^, *bab1* ^*Gal4*^, and *bab1* ^*A128*^, respectively^15^. The former three alleles affect both *bab1* and *bab2* expression while the latter two are *bab1*-specific. Utilizing different allelic combinations allowed us to determine the response of *Or22a* to different levels of *bab1* and *bab2* expression. We also used *amos*-Gal4 driving UAS-*bab1* to test the results of *bab1* overexpression on *Or22a* expression. As for our *ap* manipulations, we used UAS-*ap* driven by *rn-*Gal4 on the same *Or22a*-mCD8GFP promoter-fusion background^15^. *Dan* mutant heterozygous flies were characterized in a previous study^27^.

### Reporter analysis in hybrid crosses

Hybrid *melanogaster-sechellia* or *melanogaster-simulans* flies were generated by crossing female *D. melanogaster* flies homozygous for the OR promoter-fusion construct with wild-type male *D*. *sechellia* or *D*. *simulans* and imaging the F1 generation. The direction of these interspecies cross results in only females being produced, thus it is important to note that our hybrid analyses examine only females flies, contrary to most of our other experiments that included both genders. The OR promoter-fusion constructs used were *Or42b*-mCD8GFP and *Or92a*-mCD8GFP that have been characterized in previous studies^15,23^.

### Real-time RT-PCR

Antennae or antennal discs from approximately 100 flies or 50 larvae, respectively, were dissected and analyzed for each species. RNA was extracted with an RNeasy kit (Qiagen), treated with on-column DNase digestion (Qiagen), and then reverse transcribed into cDNA using the SuperScript First-Strand Synthesis System for RT-PCR (Invitrogen). qPCR was performed with the FastStart Universal SYBR Green Master Mix (Roche) using standard protocol. Expression for each gene was analyzed in triplicate. RNA concentration was standardized to 15 ng/µl before reverse transcription, and cDNA was diluted 1:32 before use. Ct values were normalized to each species’ Actin 5 C (Act5c) expression. Primers used in the reactions are listed in Table S2.

### Immunohistochemistry

Samples were fixed with 4% paraformaldehyde, washed with phosphate buffer with 0.2% Triton X-100, and stained as previously described^23^. Primary and secondary antibodies were used in the following dilutions: mouse anti-Dac 1:20 (Developmental Studies Hybridoma Bank), goat anti-mouse-Cy3 1:100, rat anti-Bab2 1:1500 (Frank Laski)^47^, goat anti-rat-Cy3 1:200. Confocal images were taken by an Olympus Fluoview FV1000.

### *In situ* hybridization

Digoxigenin RNA probes were made using a Roche DIG RNA labeling kit (Indianapolis, IN, USA). *Drosophila* heads were dissected into cold fixative (4% paraformaldehyde, 0.05% Tween 20 in 1X PBS) and fixed for one hour. Heads were then washed 3 × 10 min in PBST (1X PBS, 0.1% Tween 20). The third antennal segment was dissected and fixed for an additional 30 min. Tissue samples were washed 5 × 5 min in PTX (1X PBS, 1% Triton X) and incubated in hybridization (Hyb) buffer (50% formamide, 5X SSC, 0.05 mg ml^−1^ heparin, 0.1% Tween 20) for two hours at 55 °C, before hybridization overnight at 55 °C with DIG-labeled RNA probe. Tissue was then washed 5 × 20 min in Hyb buffer at 55 °C, with the last wash proceeding overnight. Samples were then washed for 20 min in Hyb buffer at 55 °C, followed by 5 × 5 min washes in PBST at room temperature prior to incubation for 3 h in 1:500 anti-DIG-AP in PBST and 1X BSA. Next, samples were washed 5 × 5 min in PBST and incubated in FastRed solution (Roche, Indianapolis, IN, USA) for 30 min. Samples were washed for a final 5 × 5 min in PBST and stored overnight in mounting solution before imaging.

### Data availability

Raw sequence data are available for download from the NCBI Gene Expression Omnibus (GEO) database using the accession numbers GSE85239 and GSE75986, and the normalized count tables are also available in the GSE85239 series. All other data, including any scripts used, are available from the authors.

## Electronic supplementary material

Supplementary figures and tables

# Supplementary material for: Patterns of transcriptional parallelism and variation in the developing olfactory system of Drosophila species
**Source:** Sci Rep. 2017 Aug 18;7:8804. doi: 10.1038/s41598-017-08563-0
**Supplement:** Supplementary file 1 — Supplementary figures and tables

## **Supplemental Information**

for

### **Patterns of transcriptional parallelism and variation in the developing olfactory system of *Drosophila* species**

Jia Wern Pan, Qingyun Li, Scott Barish, Sumie Okuwa, Songhui Zhao,  
Charles Soeder, Matthew Kanke, Corbin D. Jones, Pelin Cayirlioglu Volkan

## Supplemental Figures

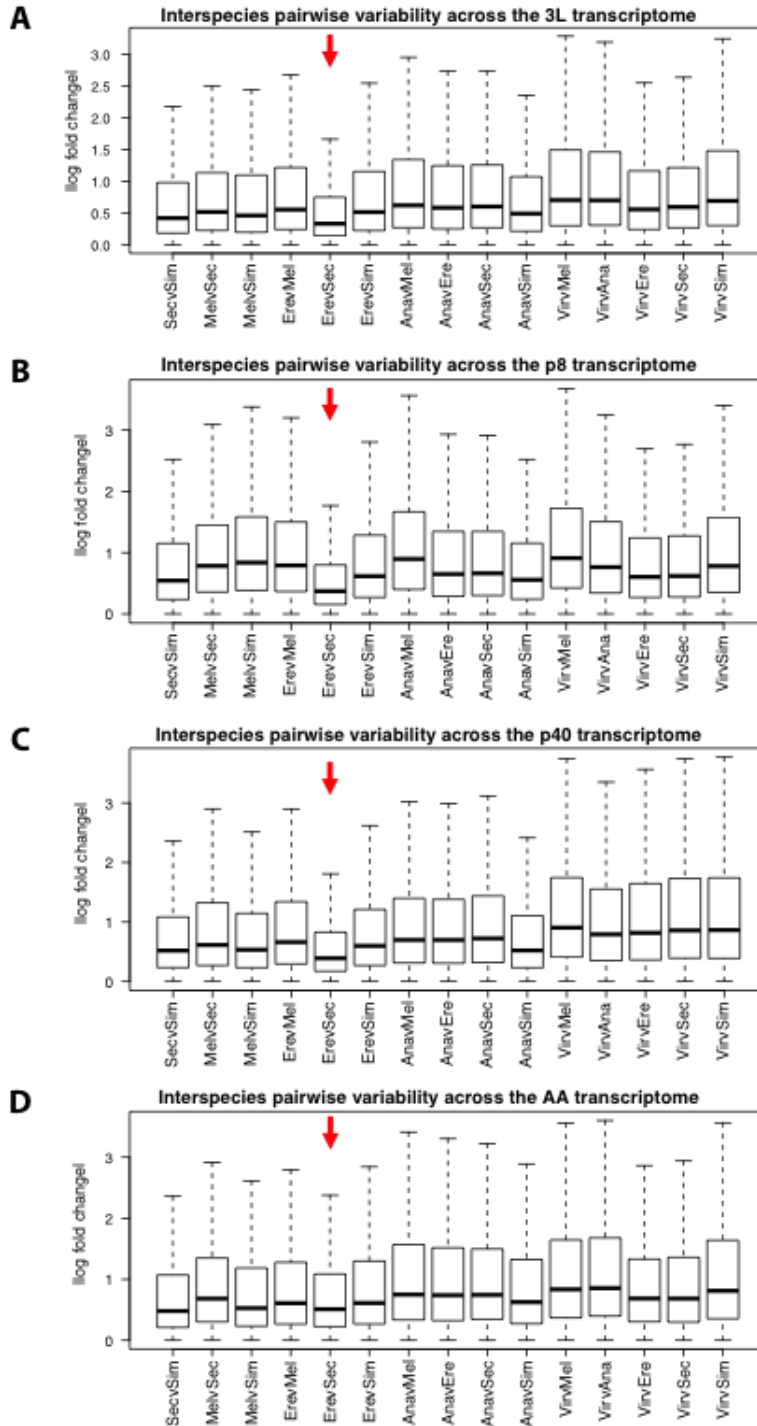

**Fig. S1. Antennal transcriptome similarities between *D. erecta* and *D. sechellia* are strongest during development.** Pairwise interspecies comparisons of absolute log fold change in expression across the whole antennal transcriptome during the (A) 3<sup>rd</sup> instar larvae, (B) 8hr APF, (C) 40hr APF, and (D) adult stages indicate that the similarities are most apparent during the developmental stages (A, B, C) but less apparent in the adult antennae (D).

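At 3L the median ALFC of the other pairs ran from 0.34, between D. sechellia and D. simulans, to 0.56, between D. melanogaster and D. virilis. At p8 it ran from 0.44, between D. simulans and D. ananassae, to 0.77 and at p40 from 0.42 to 0.75, between the same pairs. In AA the highest median was 0.698, between D. ananassae and D. virilis. The median between D. simulans and D. erecta was 0.404 at 3L, 0.504 at p8, 0.494 at p40 and 0.497 in AA, and that between D. melanogaster and D. erecta was 0.447, 0.668, 0.544 and 0.502. With limma at an adjusted p under 0.05, 6205 of 14087 genes were called between D. sechellia and D. erecta at 3L, 6314 of 14991 at p8, 6418 of 16085 at p40 and 7783 of 15745 in AA. Between D. sechellia and D. simulans the numbers were 7728, 8275, 8466 and 8398. Many of these genes are listed at 0 in 1 species. Over genes above 0 in both species, a set chosen after those counts were seen, 43.8% of 8705 genes were called between D. sechellia and D. erecta at 3L, 39.4% of 9403 at p8, 34.7% of 10003 at p40 and 53.6% of 9503 in AA. Between D. sechellia and D. simulans the percentages were 51.1, 51.5, 45.4 and 49.4, so in AA the order of these pairs depends on the gene set.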

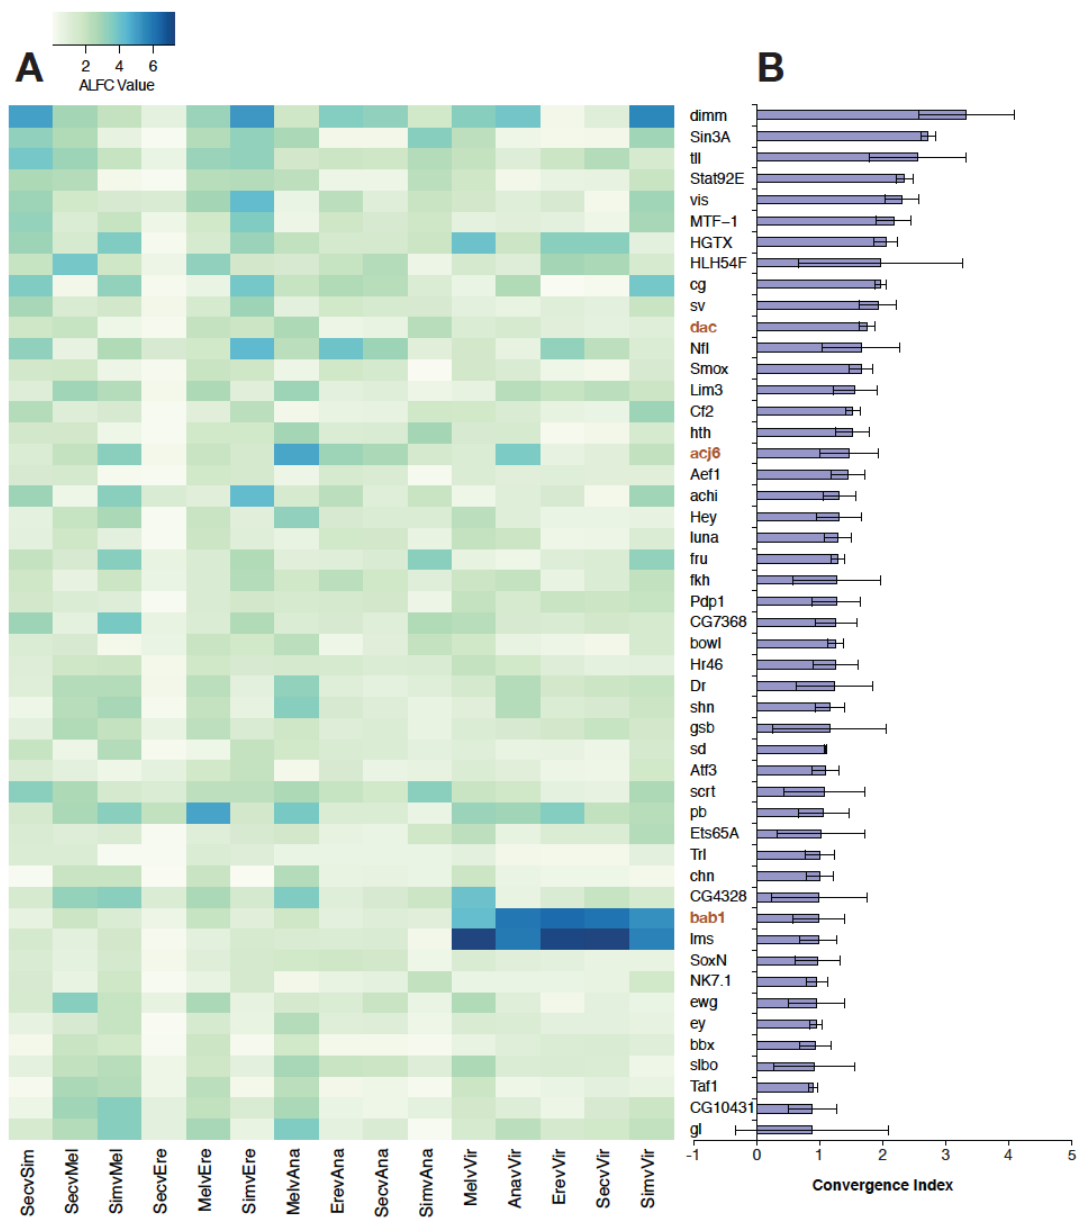

**Fig. S2. Transcriptional variability and convergence index of 50 transcription factors.** (A) Heatmap of absolute log fold change (ALFC) values for 50 transcription factor genes showing the most convergent transcription between *D. erecta* and *D. sechellia* out of 250 known transcription factors. ALFC values shown are the mean value across development. Highlighted in red are transcription factors previously shown to be involved in antennal development. Note also the low ALFC values across the SecvEre column. (B) Convergence indices (see Methods) for the 50 genes that show the highest values out of 250 known TFs. Error bars indicate S.E.M.

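Over the 47 TFs of Fig. S2 with a value, the median ALFC was 0.302 between D. sechellia and D. erecta, 1.50 between D. simulans and D. erecta and 1.87 between D. melanogaster and D. erecta. The pair of D. sechellia and D. erecta had the lowest of all pairs in 30 of them. It was 2.12 in pb, 1.28 in vis and achi and 1.14 in scrt, the 4 TFs with the highest values of this pair.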

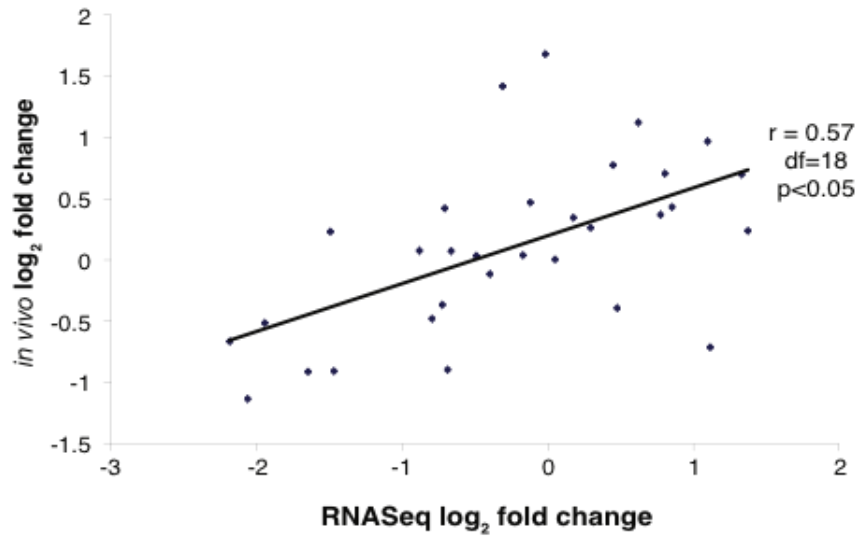

**Fig. S3. Correlation between RNASeq and *in vivo* results.** Interspecies pairwise log fold change in gene expression as for *Or22a*, *Or47a*, *Or47b*, *Or92a*, *Or42a*, *bab1*, *bab2*, and *dac* as measured by RNAseq plotted against the corresponding interspecies pairwise log fold change in quantifications of the *in vivo* experiments shown in Fig. 3. The solid line indicates a fitted line, with  $r$  as Pearson's correlation coefficient ( $r=0.566$ ,  $df=18$ ,  $p<0.05$ ).

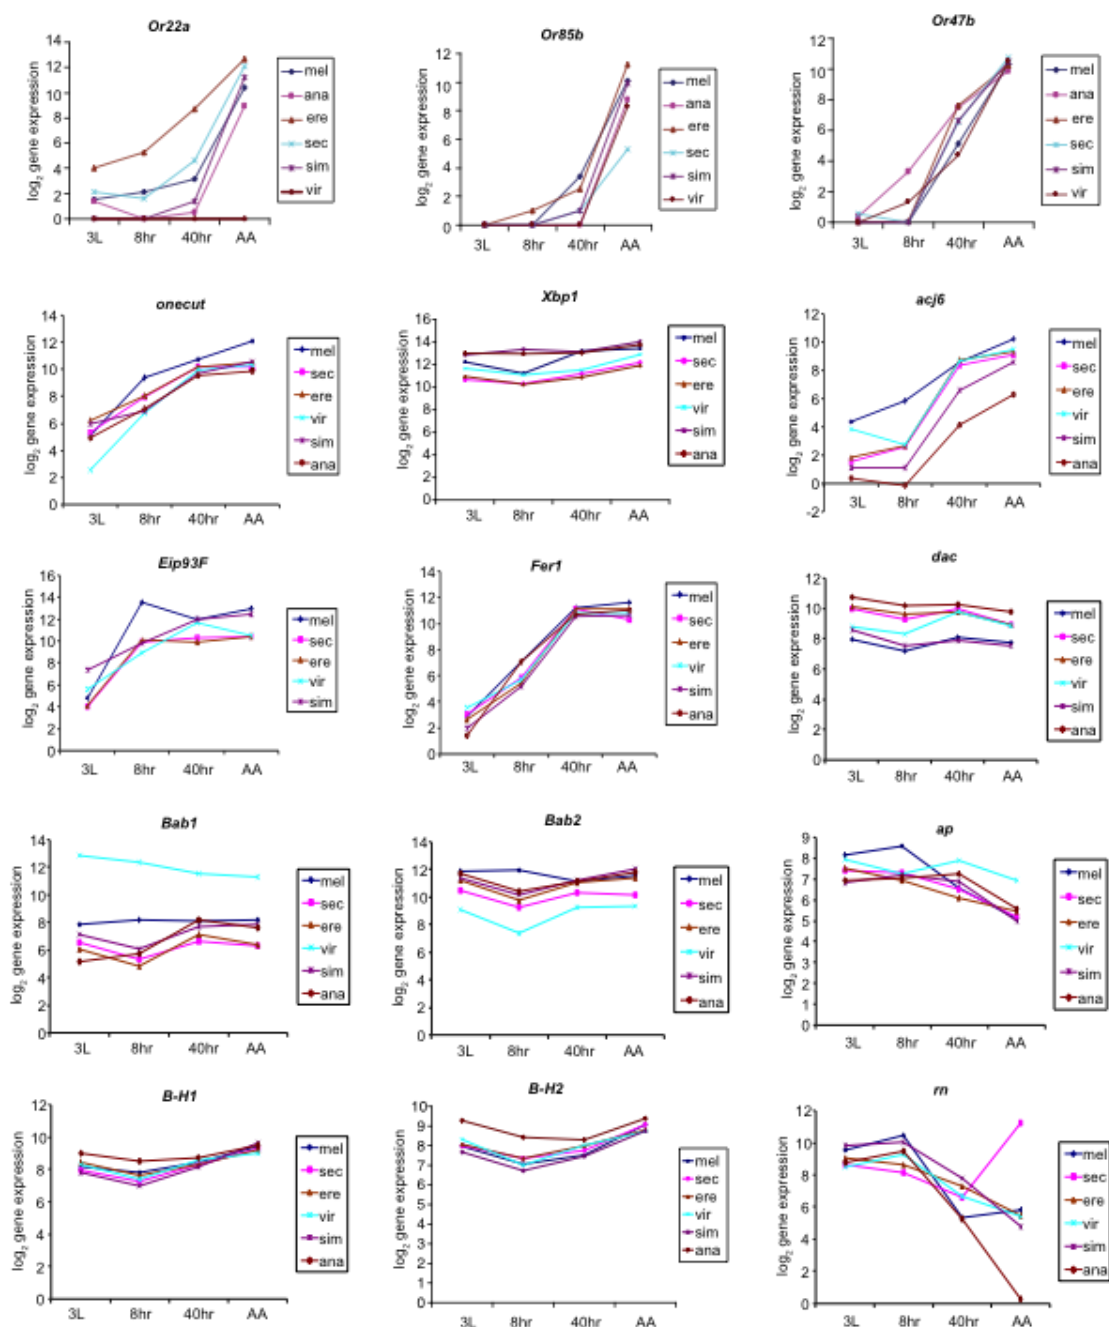

**Fig. S4. Developmental expression profiles of select genes.** Log<sub>2</sub>-transformed DESeq-normalized transcript counts for select genes for each species across the four developmental time points. Error bars are omitted for readability.

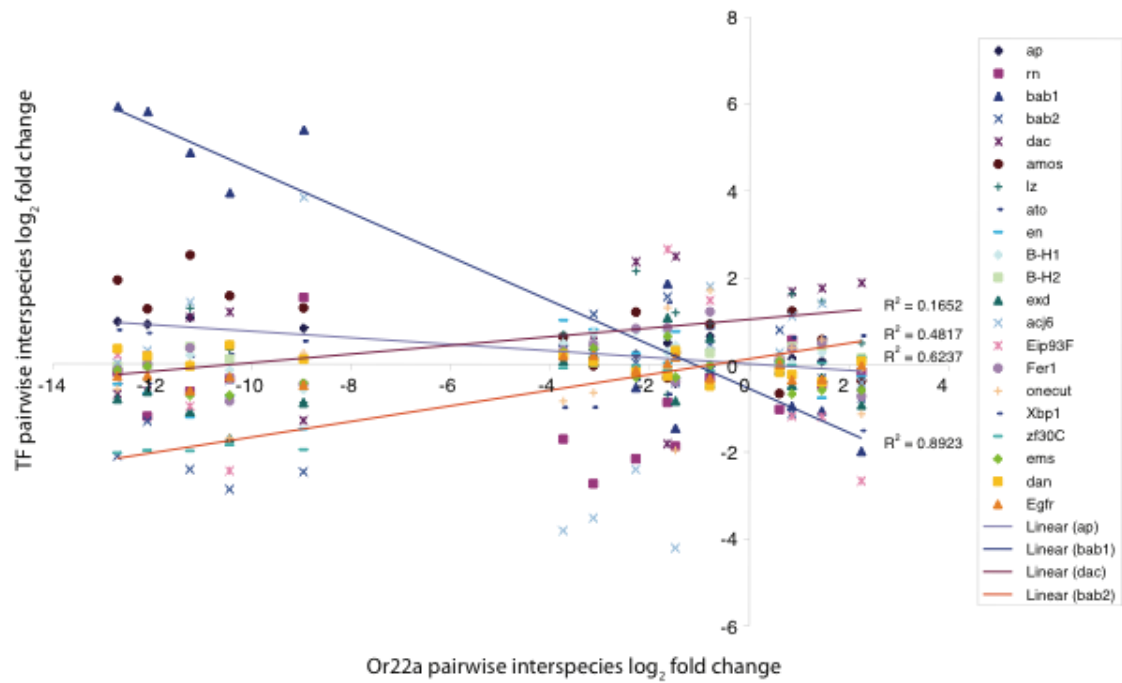

**Fig. S5. Bab1 is a strong negative predictor of changes in *Or22a* expression.** Plot of interspecies pairwise log fold change in expression of *Or22a* on the x-axis compared to log fold change in expression for select developmental transcription factors on the y-axis indicate a particularly strong negative relationship between *bab1* and *Or22a* expression. *Bab2*, on the other hand, has a positive relationship with *Or22a*. Other TFs with weaker relationships include *ap* and *dac*, which are also known to influence the development of large basiconic sensilla.

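Of 18 TFs with a value in all 6 species at 3L, the largest r with Or22a in AA was that of onecut, at 0.97 (exact permutation p = 0.0111, adjusted 0.2 over the 18 TFs) with a rho of 0.94 (exact permutation p = 0.0167). It was followed by zf30C, at 0.95 (exact permutation p = 0.0986) with a rho of 0.31, and then, with a negative r, by bab1. Without D. ananassae and D. virilis, r was 0.64 for onecut and 0.10 for zf30C. The level of onecut at 3L was low, from 5.75 normalized counts in D. virilis to 71.3 in D. erecta, and its recovered libraries in D. simulans were 21.7 and 102. By the size of the slope, bab1 was first, then onecut at 0.25, zf30C at 0.22 and bab2.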

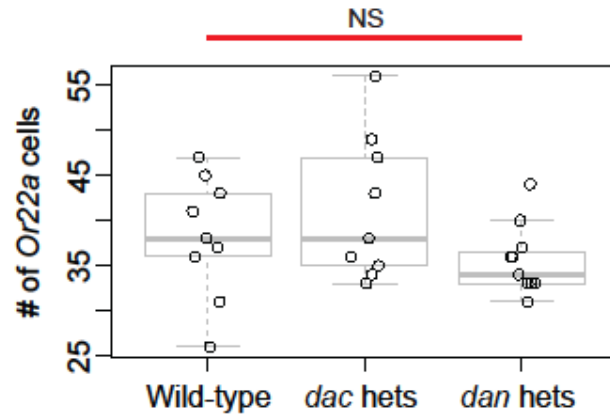

**Fig. S6. *Or22a* expression in different *D. melanogaster* backgrounds.** Boxplots showing the number of cells expressing an Or22a-mCD8GFP promoter-fusion marker in *D. melanogaster* wild-type background, *D. melanogaster dac* heterozygous mutant background, and *D. melanogaster dan* heterozygous mutant background. ANOVA + Tukey's HSD tests did not find any significant differences.

## Supplemental Tables

**Table S1. List of sensilla subtypes and corresponding transcription factors with known\* developmental involvement**

| Sensilla subtype | Transcription factors with known involvement            |
|------------------|---------------------------------------------------------|
| ab1              | amos,lz, dac, acj6, fer1, onecut, sim, xbp1, zf30c      |
| ab2              | amos, lz, bab, ap, acj6, fer1                           |
| ab3              | amos, lz, bab, dac, acj6, fer1, onecut, xbp1, zf30c     |
| ab4              | amos, lz, bab, ap, acj6, fer1,zfc30                     |
| ab5              | amos, lz, rn, bab, acj6,e93                             |
| ab6              | amos, lz, bab, ap, sim                                  |
| ab7              | amos, lz, rn, bab, dac, acj6, xbp1                      |
| ab8              | amos, lz, bab, ap, acj6, fer1, zf30c                    |
| ab9              | amos, lz, dac, acj6, onecut                             |
| ab10             | amos, lz, rn, dac, acj6, e93, fer1, onecut, xbp1, zf30c |
| at1              | amos, lz, rn, bab, zf30c                                |
| at2              | amos, lz, bab, ap, e93, fer1, xbp1                      |
| at3              | amos, lz, rn, bab, acj6, e93, fer1, onecut              |
| at4              | amos, lz, bab, bar, ap, e93, fer1                       |
| ac1              | ato, rn, bab, bar, ap, acj6, xbp1                       |
| ac2              | ato, bab, bar, ap                                       |
| ac3              | ato, bab,ap, acj6, fer1, zf30c                          |
| ac4              | ato, rn, bab, bar, ap                                   |

\*References: Jabari et al. 2013, Li et al 2015, Gupta and Rodrigues 1997, Goulding et al. 2000

**Table S2. List of primers used for qPCR validation**

| Primer Name        | Sequence               |
|--------------------|------------------------|
| ACT5C-qPCR-F       | GGCGCAGAGCAAGCGTGGTA   |
| ACT5C-qPCR-R       | GGGTGCCACACGCAGCTCAT   |
| Dmel_bab1_qPCR_F   | AGGAATGTAAGAAAGCGCCG   |
| Dmel_bab1_qPCR_R   | CGAACAGTCCCTCTGTCTCT   |
| Dmel_BarH1_qPCR_F  | TTTGTAGCAATGGCGGTAAAGA |
| Dmel_BarH1_qPCR_R  | CAGCTGGTGATCCGTGAAGG   |
| Dmel_dac_qPCR_F    | GTCTGCAATGTGGAACAGGT   |
| Dmel_dac_qPCR_R    | CTTGATCGATAGGCATCTGGC  |
| Dmel_Or22a_Forward | GCGGGGGAGTTCCTTAGTTC   |

|                    |                         |
|--------------------|-------------------------|
| Dmel_Or22a_Reverse | CCTGGCTTCGATCGGAGATT    |
| Dsim_Or47b_qPCR_F  | CCTTTCCTGCGTCTATCCG     |
| Dsim_Or47b_qPCR_R  | GATATGCCCACCATGTCCAC    |
| Dsim_orco_qPCR_F   | CCACTGCATCACGAAGTTCA    |
| Dsim_orco_qPCR_R   | TTCCTCATCTTTGCCAGTGC    |
| GAPDH2-qPCR-F      | CGTTCATGCCACCACCGCTA    |
| GAPDH2-qPCR-R      | CCACGTCCATCACGCCACAA    |
| Gr21a-qPCR-F       | CCAACATGTACGGCATGTACT   |
| Gr21a-qPCR-R       | ACAGACCCACCTCCTTGTAG    |
| Or22a-qPCR-F       | CCGATCGTCGCTACAAATCC    |
| Or22a-qPCR-R       | ATGCCAGCTTCACCATAGCC    |
| Or47b-qPCR-F       | CAAATCTCAGCCTTCTGCGG    |
| Or47b-qPCR-R       | GATACTGGCACAGCAAACCTCA  |
| Or98a-qPCR-F       | ATTCAAGCCGCAGTTACAAGT   |
| Or98a-qPCR-R       | TGCCAGCTTAGCCACCTTAAT   |
| qPCR_Dmel_elav_F   | CACACCGAGCGAAATACGG     |
| qPCR_Dmel_elav_R   | TTCTCCCACACTCTCTTCGG    |
| qPCR_Dmel_Orco_F   | GCCTAGATGATTGCTGCATTACT |
| qPCR_Dmel_Orco_R   | CGAGGTTGTCATCCTTGCTATT  |
| qPCR_Dsech_elav_F2 | CGAGATTGAGTCGGTGAAGC    |
| qPCR_Dsech_elav_R2 | AACATTAACAGCCTGCTCGG    |
| qPCR_Dsech_orco_F  | GTCTACGCCTTAACAGTCGTC   |
| qPCR_Dsech_orco_R  | CGGATGAACTCTCTTCAATCAGG |
| Dana_Act5C_qPCR_F  | CGCCATTCTCCGTCTTGACT    |
| Dana_Act5C_qPCR_R  | ATCACGGACGATTTCACGCT    |
| Dana_bab1_qPCR_F   | TCGGCTTGCTCTCCATACTT    |
| Dana_bab1_qPCR_R   | ACTCCACAATGGCCTTCAGA    |
| Dana_BarH1_qPCR_F2 | CAGCGACTATCACGAGGAGA    |
| Dana_BarH1_qPCR_R2 | TGATGCTGTTTCCGTCATCG    |
| Dana_dac_qPCR_F    | AAGCCACCAGAGAGTTCCAG    |
| Dana_dac_qPCR_R    | CCCATTATCCAGACGGTGTTTC  |
| Dana_elav_qPCR_F   | AGAGCTTTGATTGCCGAGTG    |
| Dana_elav_qPCR_R   | TGGCTCCGTTATTTGCCATC    |
| Dana_Gapdh2_qPCR_F | TGTTGAGTCGACTGGTGTCT    |
| Dana_Gapdh2_qPCR_R | CAGACGAACATGGGAGCATC    |
| Dana_Gr21a_qPCR_F  | CTCTGCAGATGACCATTTCGG   |
| Dana_Gr21a_qPCR_R  | CCAGGCAGTACATGCCATAC    |
| Dana_Or22.3_qPCR_F | TCGATGGTGACTGAGTACGTT   |
| Dana_Or22.3_qPCR_R | CCTTGAACCTTTGTGAAGCCCA  |
| Dana_Or47b_qPCR_F  | CGAGATGAGGGCTGTAAACG    |
| Dana_Or47b_qPCR_R  | TCAATTGGGCGTTGAACGAT    |

|                     |                          |
|---------------------|--------------------------|
| Dana_Or98a_qPCR_F   | TACCCTGGCGCATTTACAAC     |
| Dana_Or98a_qPCR_R   | GGTGACAGCAAAGAGCATGA     |
| Dana_orco.2_qPCR_F  | GAACGGAGCTAATCCCAACG     |
| Dana_orco.2_qPCR_R  | AACATGTGCAGCAGTAGAGC     |
| Dere_bab1_qPCR_F2   | CACATCAAGGGCGTCATCAA     |
| Dere_bab1_qPCR_R2   | CTGGATAGCTGAGAGGGAGG     |
| Dere_BarH1_qPCR_F   | ACAAGTTGGACCTGAGCGAT     |
| Dere_BarH1_qPCR_R   | AAGGTGATCCGCCGTAAAGT     |
| Dere_dac_qPCR_F     | AGCCACCAGAAAGTTCCAGAC    |
| Dere_dac_qPCR_R     | GTTGTCCAGGCGATGCTTCTT    |
| Dere_Or22a_Forward  | TCGGAGTCAACATGTACGGC     |
| Dere_Or22a_Reverse  | TCGGTGAGCTCCGACAAGTA     |
| qPCR_Dere_Act5C.2_F | CGAGTGGTGGAAGTTTGAG      |
| qPCR_Dere_Act5C.2_R | ATACGCTGGAACCACACAAC     |
| qPCR_Dere_elav_F    | GTTAAAGAGATCGGGAGAAGCAAA |
| qPCR_Dere_elav_R    | TGACCTTTCTTTCACAGTGGC    |
| qPCR_Dere_GapDH2_F  | AGTTCGTGAAGCTGATCTCTTG   |
| qPCR_Dere_GapDH2_R  | GGTGGTTGCTTGGTGTTCAC     |
| qPCR_Dere_Gr21a_F   | CAAGAGCCTTCTGGTGCTTT     |
| qPCR_Dere_Gr21a_R   | CAGCTGTAGATGAAGACGGC     |
| qPCR_Dere_Or22a_F   | TCCCTTCATCGACTCCGAAA     |
| qPCR_Dere_Or22a_R   | GCAGGTTGATGTGGCACTTA     |
| qPCR_Dere_Or47b_F   | GTGGGCATTTCCACCTTTCT     |
| qPCR_Dere_Or47b_R   | GAAGCGAACCCTCGACAAA      |
| qPCR_Dere_Or98a.1_F | TTCTGACTTCACCAGAGGCA     |
| qPCR_Dere_Or98a.1_R | TGATGATTCCGATGGGCAGA     |
| qPCR_Dere_Orco_F    | AAGACCTTCGTCCAGATCGT     |
| qPCR_Dere_Orco_R    | AGAACCGAGGCAAACAAGTC     |
| Dvir_bab1_qPCR_F2   | CGGATGTCACCCAAATGGAG     |
| Dvir_bab1_qPCR_R2   | AATTCTTGGGCGAATGCTGT     |
| Dvir_BarH1_qPCR_F   | GTTGCCACATCATTCGCATTC    |
| Dvir_BarH1_qPCR_R   | TGGCTTCAAATTGGACGAGG     |
| Dvir_dac_qPCR_F     | GCGGCAGTGATAAGTCTGAG     |
| Dvir_dac_qPCR_R     | GCTCGCGTTTAAAGTGGGTA     |
| Dvir_Or98a_qPCR_F3  | GTTGCGTCAAGGATGAGGAG     |
| Dvir_Or98a_qPCR_R3  | ACCACCGAGGTCAAATAGGT     |
| qPCR_Dvir_Act5C.2_F | AAACGTGGTATCCTCACCT      |
| qPCR_Dvir_Act5C.2_R | TAGAACTGGATGCTCCTCGG     |
| qPCR_Dvir_elav_F    | CTAAGCGCAACAACAATGCCT    |
| qPCR_Dvir_elav_R    | AGACGCGATTTGAAGCCAGA     |
| qPCR_Dvir_GapDH2_F  | AAACTTACCGGCATGGCTTT     |

|                    |                       |
|--------------------|-----------------------|
| qPCR_Dvir_GapDH2_R | AGCCTCTTGTACTTTGGCCT  |
| qPCR_Dvir_Gr21a_F  | ATGCATTCTATCGTGCCACC  |
| qPCR_Dvir_Gr21a_R  | TGCTTGGATGTCCAGGTGTA  |
| qPCR_Dvir_Gr63a_F  | TATGCCTCGGTTAATGTGCG  |
| qPCR_Dvir_Gr63a_R  | CGCAATTGATGTTTCGAGGGA |
| qPCR_Dvir_Or22a_F  | TTTCACAACGGTGCTTGGA   |
| qPCR_Dvir_Or22a_R  | ACACTTGTAGCGAGGTGAGA  |
| qPCR_Dvir_Or47b_F  | ACCACACCGAAATTCATCCG  |
| qPCR_Dvir_Or47b_R  | GCTGTGTGGAGAAAGGAGTG  |
| qPCR_Dvir_Orco_F   | CAAGTATTGGGTGGAGCGTC  |
| qPCR_Dvir_Orco_R   | GATAAGCCAGCAGAGTGAGC  |

---

How the deposited data were processed for this re-analysis (not part of the article)

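RNA-seq was made from antennal discs at 3L and p8 and from antennae at p40 and in adults (AA) of D. sechellia, D. erecta, D. simulans, D. ananassae and D. virilis, with 2 libraries per species and stage and 40 libraries in all. The authors pooled about 70 antennal discs or pupal antennae or 300 adult antennae of a species for an RNA extraction. The authors sequenced paired reads, trimmed adaptors, mapped the reads of each species with bwa to its own FlyBase transcriptome, counted reads per gene and joined the species by FlyBase orthologs, keeping the highest expressed transcript where there were several orthologs. The authors then normalized all species of a stage together with DESeq2. The signal in the tables, as deposited, is the authors' mean of these normalized counts over the libraries of a species and stage, for each gene, with 24 mean columns and 0 columns of values per library. Of these columns, 4 belong to D. melanogaster, whose libraries are not among the 40, and they were used as the authors' means only. The values are not divided by transcript length, and they list 0 and no missing values, so 0 does not tell a missing ortholog from a gene without reads.

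ALFC over the whole transcriptome was computed on the log2 scale without a pseudocount over genes above 50 in all 6 species. Medians over genes were compared among the 3 pairs at equal distance from D. erecta, with a gene bootstrap of 1000 draws as a description. The paper's phylogenetic normalization was not repeated, since its text does not list the distances. For receptors and TFs, log2(value + 1) was used, a value of 0 counted as missing, and genes under 30 in every species were left out. The variability of a gene was its mean ALFC over the 15 pairs, and TF values were averaged over 3L, p8 and p40. The convergence index was the mean ALFC of D. simulans and of D. melanogaster against D. erecta minus that of D. sechellia against D. erecta. The receptors of Fig. 4, the TFs of Fig. 5 and the subtypes of Table S1 were set against 10000 random gene lists drawn from the 100 genes nearest in mean expression to each gene of the list. Principal components of the 21 TFs used values scaled to unit variance.

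Correlations between Or22a and TFs used the 6 species as units and exact permutation over 720 orders, which ignores their shared ancestry. D. virilis was kept at its listed 0 for Or22a. The relation between the variability of receptors and TFs across sensilla subtypes used 100000 permutations. Both kinds of test were 2-sided, with Benjamini-Hochberg adjustment within a family of tests. No p-value was computed across genes of a list, which are not replicates.

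The read counts of the single libraries were recovered from the means of the 5 species with libraries, a step chosen after seeing the data. The size factors were found from the values, and a value counted as resolved where exactly 1 pair of whole counts gave it. The recovery was tested on simulated data, where 97.6% of 12426 values were resolved at 10 digits and 100% of 12367 at 15 digits, and each resolved value was right. The recovered libraries were used for spreads, for leaving out 1 library at a time and for limma, fitted to log2(value + 1) with a term for species, and never as numbered replicates. On simulated data limma called 200 of 200 changed genes and 6 of 4800 unchanged genes, and 0 of 5000 where nothing was changed. Spreads of results are the standard deviation over the 32 combinations of libraries of the species at a stage. Reads per recovered library are known at p8 and p40. At 3L and in AA the depth is unknown, because the genes with the highest counts were not resolved. PCR duplicates cannot be told from the counts, so the Wilson intervals cover counting error over genes only.

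Before the data were examined, these alternatives were set: genes above 0, 10 or 200 in all species, other pseudocounts (0, 1 or 10), species rescaled to a median log2 ratio of 0, means in place of medians, single stages, leaving out D. melanogaster or D. virilis, variability over pairs outside the index, lists with or without the genes or subtypes the paper leaves out, receptors at 30 or more in all species, genes above 50 at all 4 stages, other scalings and stages of the principal components, TFs at p8 or p40 against Or22a, and levels relative to Act5C. Alternatives added after seeing the data were leaving out 1 recovered library, limma, genes with even read counts in D. simulans and D. ananassae, summed receptor copies in D. melanogaster, the principal components without TFs listed at 0, TF stages with at least 30 counts in some species, and pairwise fold changes in the direction of Fig. 4B. The indices of onecut, Fer1 and amos and the slopes on Or22a were added to the results under test after their values had been seen. In situ, antibody, qPCR and genetic data have no tables and were left out.

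The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.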

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

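The tests in this part were chosen only after the result was seen. Of 4887 genes above 50 in all species at 3L, p8 and p40, 137 had a mean convergence index above that of every TF of Fig. 5C, each with a positive index at all of these stages. The 5 highest are genes that the paper does not discuss. They stayed above every TF of Fig. 5C with any 1 recovered library left out. These were Patronin (3.94), CG34408 (3.57), Pvr (3.35), Zasp52 (3.35) and MRP (3.33), against 1.75 for dac, the highest TF of Fig. 5C. At 3L, Patronin had 4301 normalized counts in D. sechellia and 3878 in D. erecta, 66.7 in D. simulans and 646 in D. melanogaster, 106 in D. ananassae and 3279 in D. virilis. MRP had 3410 in D. sechellia and 3475 in D. erecta, 180 in D. simulans, 353 in D. melanogaster, 68.2 in D. ananassae and 3796 in D. virilis. Pvr had 2188 in D. sechellia and 3471 in D. erecta, 136 in D. simulans, 129 in D. melanogaster, 1771 in D. ananassae and 4355 in D. virilis.

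Differences between recovered libraries of one species are too small for these indices, as leaving out any library kept them above every TF of Fig. 5C. Gene models that differ between the annotations remain open. Such models act alike at every stage, and in AA, a stage not used to choose the genes, the median log2 difference of D. sechellia and D. erecta from D. simulans and D. melanogaster was 3.58 over the 5 genes, against 3.76 over 3L, p8 and p40. D. ananassae, which the index does not use, was also low in Patronin, Zasp52 and MRP, and D. virilis was high in Patronin and MRP at all 4 stages. In CG34408 and Pvr, both D. ananassae and D. virilis were above D. simulans and D. melanogaster at all 4 stages. Transcripts that are split or short in some of the annotations are a candidate explanation. A regulatory difference that is constant from 3L to the adult would give the same values, so a biological difference shared by D. sechellia and D. erecta stays open as well. The annotations were not part of the data.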

How the results depend on the processing

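Leaving out 1 library at a time, limma, even read counts, summed receptor copies, stages under 30 counts left out and the directions of Fig. 4B were chosen only after the result was seen. No paired analysis was possible because the libraries of different species share replicate numbers only as labels, and the recovered libraries carry none. A fit with a replicate block was planned and not run for that reason. Unless a cause is given, the cause was not tested.

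At 3L, p8, p40 and AA, the difference of the median ALFC between D. sechellia and D. erecta from its equal-distance pairs was -0.214, -0.340, -0.242 and -0.101 over genes above 0 in all species, with shares of genes with the lowest ALFC in that pair of 47.0%, 49.6%, 46.7% and 38.5%. It was -0.172 at 3L and -0.300 at p8 over genes above 10, with shares of 50.9% at p8, 48.6% at p40 and 39.3% in AA. It was -0.149 at 3L over genes above 200, with shares of 48.8%, 54.8%, 52.5% and 41.6%. Means over genes gave -0.227, -0.362, -0.294 and -0.152, and leaving out D. melanogaster -0.136, -0.207, -0.189 and -0.0856. Genes with even counts gave -0.106, -0.235, -0.150 and -0.0226, with shares of 44.1%, 49.9%, 45.2% and 35.6%. Rescaled species gave a share of 51.1% at p8. Each difference stayed below 0 and each share above 33.3%. With 1 library left out, the differences ran from -0.168 to -0.154 at 3L, -0.306 to -0.279 at p8, -0.222 to -0.188 at p40 and -0.0976 to -0.0820 in AA, and the shares from 46.9% to 48.6%, 51.2% to 52.9%, 47.9% to 50.3% and 39.4% to 40.5%. The rank of the pair in AA was 1 or 2.

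The increase of the adult median ALFC over the developmental stages was 0.138 over genes above 0, 0.130 above 10, 0.140 as means and 0.105 over genes above 50 at all 4 stages, and 0.110 to 0.130 with 1 library left out.

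The ab3 OR variability was 2.11 with pseudocount 10, 2.11 with summed copies, 2.41 for receptors at 30 or more in all species, 2.23 without D. virilis, 2.44 without D. melanogaster and 2.15 to 2.21 with 1 library left out. The value of 2.41 is that of Or85b alone, since Or22a is listed at 0 in D. virilis. Receptor variability against convergence index gave r of -0.0157 without D. melanogaster, -0.589 with Or33a and Or85b, -0.208 over pairs outside the index, -0.297 with summed copies and -0.189 to -0.123 with 1 library left out. TF variability against convergence index gave 0.235 without D. melanogaster, 0.544 over pairs outside the index, 0.442 at 3L only and 0.555 to 0.630 with 1 library left out. The number of TFs with a positive convergence index was 10 of 17 at 3L only and 16 to 19 with 1 library left out, and that of receptors 19 to 22.

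Indices changed sign at 3L only for onecut (-0.176), en (-0.0801), B-H1 (-0.0655), dan (-0.0185) and Egfr (-0.0310), for amos (-0.189), bab2 (0.641) and zf30C (0.0942) at p8 only, for amos with stages under 30 counts left out (-0.189), and for zf30C with rescaled species (0.0101). Without D. melanogaster, 11 of the 40 receptor indices changed sign, 6 to below 0, among them Or83c (-0.154), and 5 to above 0. With summed copies, Or22a in AA as log2 of D. simulans over D. melanogaster was -0.702, since the sum adds Or22b. Relative to Act5C, which itself differed between species, the log2 ratio of Or47b was 2.47 in D. erecta and -0.880 in D. virilis over D. melanogaster, and that of bab2 was 0.0567 in D. erecta over D. melanogaster, 0.0275 in D. erecta over D. simulans and 0.0291 in D. simulans over D. melanogaster. That of dac in D. simulans over D. melanogaster ran from -0.138 to 1.21, that in D. sechellia over D. simulans from 0.85 to 2.20 and that in D. erecta over D. simulans from 0.971 to 2.32 with 1 of the D. simulans libraries at 3L left out, and that of Or47b in D. erecta over D. melanogaster from -0.301 to 0.115 with 1 of the D. erecta libraries left out. The index of amos ran from -0.127 to 0.353 and was below 0 without a D. sechellia or a D. simulans library at 3L or at p40. That of zf30C ran from -0.0402 to 0.00845 and was above 0 without a D. simulans library at p8 or a D. sechellia library at p40.

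Or22a against bab1 gave r of -0.924 (exact permutation p = 0.0403) with the TF at p8 and -0.984 (p = 0.00417, exact permutation) at p40, and -0.906 to -0.858 with 1 library left out. Against ap it was 0.0211 (exact permutation p = 0.942) at p8, with a slope of 0.00275, -0.915 (exact permutation p = 0.00556) at p40 and -0.490 to -0.219 with 1 library left out, nearest to 0 without a D. virilis library at 3L. Against dac it was -0.197 (exact permutation p = 0.807) at p40, with a slope of -0.0431, 0.151 to 0.291 with 1 library left out, lowest without a D. simulans library at 3L, and 0.513 over pairs in the direction of Fig. 4B. Against bab2 it was 0.732 over those pairs and 0.743 to 0.798 with 1 library left out. The adjusted values over the 4 TFs were not recomputed for these alternatives. At p8 and p40, r without D. virilis, which is listed at 0 for Or22a, was not computed either. The sensilla OR variability against TF variability gave 0.455 (permutation p = 0.0764) with TFs at 3L only, 0.40 (permutation p = 0.101) with all subtypes, 0.495 (permutation p = 0.0525) without D. melanogaster and 0.548 to 0.653 with 1 library left out.

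Among single indices, variabilities, slopes, ranks and log2 ratios, 106 values moved by at least their spread over libraries and kept their sign, 14 moved that far and changed sign, and 261 did not move that far. With 1 library left out these numbers were 51, 1 and 794. The mean ALFC of Or33a in AA ran from 1.10 to 2.99 with 1 library left out, lowest without a D. sechellia library, and its index from -4.23 to -2.51, nearest to 0 without a D. simulans library. By more than 1.5 times also moved the indices of onecut (0.393 to 0.733, a D. simulans library at 3L), Fer1 (0.125 to 0.468, either D. erecta library at 3L or a D. sechellia library at p8), bab2 (-0.101 to -0.0334, a D. erecta library at 3L or a D. sechellia or D. simulans library at p8) and Or88a (-1.24 to -0.693, a D. erecta library), the slope of ap (-0.0577 to -0.0224, a D. virilis library at 3L) and the log2 ratio of Or42b in D. simulans over D. melanogaster (-0.0945 to -0.00389, either D. simulans library).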

Differences from the paper's values

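Readings from figures were made by eye. No test in this part was chosen for coming closer to the paper. Leaving out 1 library at a time was chosen after seeing the values.

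For the number of genes, the paper gives more than 29000 values over all stages and more than 7000 genes per stage, and the genes above 50 in all species were 22698 and 5403 to 5917 here. Genes above 0 in all species, an alternative set before the data were examined, closed both gaps with 31346 values and 7568 to 8111 genes, and genes above 10 (25974 values) or 200 (16546 values) did not.

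For Or22a against TFs, the paper's r for bab1 is about -0.94 in Fig. 6A, read by eye, and the value here was -0.886. Of the alternatives set before the data were examined, the TF at p8 (-0.924) closed the gap, and pseudocount 10, rescaled species and the TF at p40 did not. For bab2, the paper's r is about 0.69 in Fig. 6A, read by eye, and the value here was 0.770. Pseudocount 10 (0.705) and the TF at p8 (0.664) closed the gap, and rescaled species and the TF at p40 did not. For dac, the paper's r is about 0.41 in Fig. 6A, read by eye, and the value here was 0.237. None of the alternatives closed it. For ap, the paper's r is about -0.79 in Fig. 6A, read by eye, and the value here was -0.378. The TF at p40 (-0.915) closed the gap, and pseudocount 10, rescaled species and the TF at p8 did not. The paper's slope of bab2 is about 0.18 in Fig. 6A, read by eye, and here it was 0.169. The paper's slope of ap is about -0.07 in Fig. 6A, read by eye, and here it was -0.0413. None of the alternatives set before the data were examined closed the gap of either slope. With 1 D. virilis library at 3L left out, the slope of ap was -0.0577, within its spread of the paper's value. The slope of bab1 is printed in Fig. 6A without a minus sign beside a falling line, and here it was -0.51.

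For receptors, the paper's r between variability and convergence index is about -0.1 in Fig. 4D, read by eye, and the value here was -0.159. Pseudocount 10 (-0.148) closed the gap. Pseudocount 0, rescaled species, pairs outside the index, the data without D. melanogaster and the list with Or33a and Or85b did not. With 1 library left out, r came as near as -0.123, which closed it as well.

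Among the TF indices, the paper's value for onecut is about 0.82 in Fig. 5C, read by eye, and here it was 0.488. None of the alternatives set before the data were examined closed the gap. With 1 D. simulans library at 3L left out it was 0.733, within its spread of the paper's value. The paper's value for acj6 is about 0.75 in Fig. 5C, read by eye, and here it was 1.33. Pseudocount 10 (0.854) and p40 alone (0.752) closed the gap, and pseudocount 0, rescaled species, the data without D. melanogaster and p8 alone did not. With 1 D. sechellia library at p8 left out it was 0.90, which also closed it. The paper's value for Fer1 is about 0.45 in Fig. 5C, read by eye, and here it was 0.307. None of the alternatives set before the data were examined closed it. Leaving out stages under 30 counts in every species, which was chosen after seeing the values, gave 0.444, and leaving out 1 library gave up to 0.468. The paper's value for amos is about -0.17 in Fig. 5C, read by eye, and here it was 0.0999. The value at p8 alone (-0.189) closed the gap. Pseudocount 10 (5.7e-04) also came within its spread (0.265) of the paper's value, though not below 0. Pseudocount 0, rescaled species and the data without D. melanogaster did not close it. Leaving out stages under 30 counts, which was chosen after seeing the values, also gave -0.189. Leaving out 1 library gave values down to -0.127, which closed it as well.

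Or47a in D. simulans is about 1700 in Fig. 3, read by eye, and was listed at 0 here. No alternative gave it a value.

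In Fig. 3, bab1 in D. melanogaster is drawn no higher than in D. simulans, and here the levels were 225 and 138. Fig. S4 draws Xbp1 in D. simulans and D. ananassae and B-H2 in D. ananassae, which were listed at 0 at 3L here. Fig. 4C draws an index for Or2a, Or47a and Or85f, which had none here because a species needed for it was listed at 0.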

Other observations

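The tests in this part were chosen only after the result was seen, apart from those of the normalization and of low counts. At 3L the median ALFC between D. sechellia and D. erecta minus that between D. simulans and D. erecta was -0.137 (SD over combinations of recovered libraries 0.0148). With each species rescaled to a median log2 ratio of 0 it was -0.138 (SD 0.0140), and over genes above 200 in all species -0.128 (SD 0.0106), so the authors' normalization and the noise of low counts do not account for it. The largest median ALFC between libraries of one species at 3L was 0.143, below the median of 0.267 between D. sechellia and D. erecta. The share of odd read counts was higher in D. simulans (median 24.9%) and D. ananassae (19.7%) than in D. virilis (7.49%), D. sechellia (7.24%) and D. erecta (4.12%), and a pair of reads counted on 1 gene adds an even number. Over genes with even counts in D. simulans and D. ananassae, the difference was -0.0868 (SD 0.0108), smaller in size than -0.137. A gene whose pairs were counted on different transcripts can still have an even count, so this set may hold such genes. It therefore cannot decide whether reads of a pair counted on different transcripts are the whole of the difference.

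Gene models that differ between annotations stay open as part of that pattern. If the index reflected only D. sechellia and D. erecta, the log2 ratio of D. sechellia over D. simulans need not follow that of D. virilis over D. ananassae. Across genes, the correlation of these ratios was 0.301 at 3L, 0.322 at p8, 0.129 at p40 and 0.269 in AA. Over genes with even counts it was 0.213, 0.295, 0.0496 and 0.258. The ratio of D. erecta over D. melanogaster followed that of D. virilis over D. ananassae less. This correlation was 0.161 at 3L, 0.0644 at p8, 0.0701 at p40 and 0.160 in AA. The values with D. sechellia over D. simulans may come from annotations of D. simulans and D. ananassae that share features. They may also come from levels that changed in those species. Genes are not independent, and no biological explanation was tested.

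The number of positive indices among the TFs lay at percentile 94.5 of random gene lists, and r between TF variability and index at percentile 67.8. Over pairs that do not enter the index, r was 0.544, but these pairs are built from the same species levels, so this value does not show whether the coupling of the measures causes it. Closeness of D. sechellia and D. erecta across the whole transcriptome may account for the number of positive indices, and an r of this size was common in random lists. The lists test only this. They leave open that TF regulation is part of the closeness across the transcriptome.

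At p8 the median ALFC between D. melanogaster and D. erecta was 0.668, against 0.447 at 3L and 0.544 at p40. A different developmental time of the D. melanogaster sample was tested over 4887 genes. The deviation of D. melanogaster from D. sechellia and D. erecta at p8 had a correlation of 0.0874 with the change from p8 to p40 in D. ananassae, D. simulans and D. virilis, and of 0.141 with the change from p8 to 3L. Neither reached the 0.2 set for such a shift. A shift in time that follows neither of these changes would not be seen this way, so it stays open. A difference between the libraries behind the D. melanogaster mean stays open, because they are not among the 40, so the results at p8 that use this mean rest on it. Without D. melanogaster, the difference of the median ALFC at p8 was -0.207, against -0.288 with it. Eip93F had 13040 normalized counts in D. melanogaster at p8 and 536 to 1230 in D. sechellia, D. simulans, D. erecta and D. virilis.

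In AA, rn had 2416 normalized counts in D. sechellia, 28.0 in D. simulans, 45.4 in D. erecta and 56.4 in D. melanogaster, with a log2 fold change of 6.38 in D. sechellia over D. simulans (limma adjusted p = 3.5e-06) and recovered libraries of 2390 and 2442 in D. sechellia. The largest mean ALFC in AA among the 5917 genes above 50 in all species was 4.42 for Obp56e, then 3.74 for CG7900, 3.71 for CG3301, 3.51 for CG4000 and 3.45 for ImpL2, with a median of 0.661 over all of these genes. Without D. melanogaster, Obp56e was at 3.47, below ImpL2 (3.86), CG3301 (3.77), CG4000 (3.75) and CG7900 (3.49). Act5C in D. simulans had recovered libraries of 8604 and 84916 normalized counts at p40. In D. melanogaster, Ir75b had 1177 normalized counts and its other names 594, and Or19a 657 and 674, where the other species list 1 value under all names.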
